# PAMP-triggered genetic reprogramming involves widespread alternative transcription initiation and an immediate transcription factor wave

**DOI:** 10.1093/plcell/koac108

**Published:** 2022-04-11

**Authors:** Axel Thieffry, Diego López-Márquez, Jette Bornholdt, Mojgan Gholami Malekroudi, Simon Bressendorff, Andrea Barghetti, Albin Sandelin, Peter Brodersen

## Abstract

Immune responses triggered by pathogen-associated molecular patterns (PAMPs) are key to pathogen defense, but drivers and stabilizers of the growth-to-defense genetic reprogramming remain incompletely understood in plants. Here, we report a time-course study of the establishment of PAMP-triggered immunity (PTI) using cap analysis of gene expression. We show that around 15% of all transcription start sites (TSSs) rapidly induced during PTI define alternative transcription initiation events. From these, we identify clear examples of regulatory TSS change via alternative inclusion of target peptides or domains in encoded proteins, or of upstream open reading frames in mRNA leader sequences. We also find that 60% of PAMP response genes respond earlier than previously thought. In particular, a cluster of rapidly and transiently PAMP-induced genes is enriched in transcription factors (TFs) whose functions, previously associated with biological processes as diverse as abiotic stress adaptation and stem cell activity, appear to converge on growth restriction. Furthermore, examples of known potentiators of PTI, in one case under direct mitogen-activated protein kinase control, support the notion that the rapidly induced TFs could constitute direct links to PTI signaling pathways and drive gene expression changes underlying establishment of the immune state.

IN A NUTSHELL **Background:** Upon sensing an attempted infection, plants change from growth to defense by reshaping gene activity. However, there is not always a 1:1 relationship between gene and protein. Rather, genes may work like zip files that are unzipped to produce multiple proteins, depending on cellular states. One way of compressing genetic information is to use different starting points for transcription, thereby producing distinct RNA copies from a single locus.

**Question:** We asked two questions. (1) Does gene unzipping occur during immune activation via use of alternative starting points of transcription? (2) What is the timeline of gene activation during reprogramming? In particular, does reprogramming involve very rapidly activated genes that may affect later installments of the defense program?

**Findings:** Using Arabidopsis seedlings treated to activate immune responses, we found many examples of gene unzipping via use of alternative transcription start sites. In one case, a protein is sent from one place in the cell to another, in many cases RNA variants are made that result in much larger amounts of the encoded proteins, and in yet other cases, it looks like the cell can switch between production of proteins with opposite functions from the very same genes! We also discovered an ultra-rapid, transient wave of gene activity of outstanding interest, because it contains several genes known to regulate immune responses.

**Next steps:** Our findings open avenues of investigation not only on immune regulation, but also on processing of genetic information. How does gene unzipping contribute to maintenance of the immune state? Does the ultra-rapid wave of gene activity in fact drive the growth-to-defense transition? How does the cell control transcription to unzip genetic information?

## Introduction

Pathogen-associated molecular patterns (PAMPs) are conserved molecules or molecular assemblies that satisfy two criteria: (1) they are required for essential cellular or physiological functions of a pathogen and are therefore bound to evolve slowly and (2) they do not exist in the hosts of the pathogen (Janeway, 1989; Medzhitov and Janeway, 1997). Therefore, PAMPs constitute targets for distinguishing nonself from self by host immune receptors. Such PAMP-triggered immunity (PTI) mediated by specific receptors is crucial for pathogen defense in plants and animals (Nürnberger et al., 2004). In plants, a limited number of PAMP receptors have been identified that recognize conserved bacterial or fungal structures, such as flagellin (Felix et al., 1999), Elongation Factor Tu (EF-Tu; Kunze et al., 2004; Zipfel et al., 2006), and chitin (Kaku et al., 2006; Miya et al., 2007), or even pathogen-induced aberrant host molecules such as oligosaccharides released from fungal digestion of the plant cell wall (D’Ovidio et al., 2004).

The PAMP receptors FLAGELLIN-INSENSITIVE2 (FLS2) and EF-Tu RECEPTOR recognize conserved peptides in bacterial flagellin (flg22) (Gómez-Gómez and Boller, 2000; Chinchilla et al., 2006) and Elongation Factor Tu (elf18) (Kunze et al., 2004; Zipfel et al., 2006), respectively. These receptors contain an extracellular ligand-binding domain with leucine-rich repeats (LRRs) and a cytoplasmic serine/threonine kinase domain (Gómez-Gómez and Boller, 2000; Kunze et al., 2004; Chinchilla et al., 2006; Zipfel et al., 2006). Binding of the ligand initiates a signaling pathway that implicates a host of co-receptors, and involves mitogen-activated protein (MAP) kinase cascades (Asai et al., 2002; Chinchilla et al., 2007). Important MAP kinase substrates include transcription factors (TFs) of the WRKY class (Andreasson et al., 2005; Qiu et al., 2008; Mao et al., 2011), so named after their invariant Trp–Arg–Lys–Tyr tetrapeptide implicated in DNA binding (Eulgem and Somssich, 2007). WRKY TFs are themselves early PAMP response genes that regulate many defense genes characterized by the presence of WRKY-binding sites (W-boxes) in their promoters (Eulgem and Somssich, 2007). It has also recently been shown that PTI activation in *Arabidopsis thaliana* involves MAP kinase-dependent alternative splicing (Bazin et al., 2020) and translational reprogramming dependent on several features, including occurrence of a specific sequence element in 5′-leaders and sometimes skipping of upstream open reading frames (uORFs) in mRNAs encoding immune regulators (Pajerowska-Mukhtar et al., 2012; Xu et al., 2017).

Despite extensive gene expression profiling studies of plant PTI, a number of fundamental questions regarding the precise nature of transcriptional reprogramming and its control remain unresolved. These questions include, but are not limited to, three distinct areas. First, it remains ill-defined how early signaling events, such as MAP kinase activation that follows within ˂5 min of PAMP perception (Mészáros et al., 2006), are molecularly linked to transcriptional reprogramming that is typically measured, at the earliest, 30 min after PAMP perception (de Torres et al., 2003; Navarro et al., 2004; Zipfel et al., 2004, 2006; Ramonell et al., 2005; Moscatiello et al., 2006; Truman et al., 2006). Specifically, the time gap between MAP kinase activation and documented transcriptional responses suggests that changes in gene expression occurring earlier than 30 min may be part of PTI activation. Second, although it is now clear that alternative use of transcription start sites (TSSs) has important ramifications for gene function in plant biology (Ushijima et al., 2017; Kurihara et al., 2018), no information regarding the extent of alternative TSS usage following PTI activation is available. Third, it is unclear whether immunity-related enhancers—distal regulatory DNA regions that enhance transcription initiation—exist and are used to orchestrate the transcriptional activation of regulators and downstream response genes in Arabidopsis, as has been observed during activation of animal innate immunity (Arner et al., 2015).

Answers to those questions should be accessible by gene expression profiling using Cap Analysis of Gene Expression (CAGE). In addition to information on transcript abundance, CAGE yields TSS information at nucleotide resolution, because it involves capture of capped transcripts, and generation of ∼30-bp sequence reads immediately 3′ to the capped nucleotide (Takahashi et al., 2012). Thus, CAGE-based gene expression profiling clearly has the potential to answer questions on the possible existence of a very early PAMP-induced gene set, and on the possible use of PAMP-triggered alternative transcription initiation. Perhaps less intuitively clear is the fact that CAGE also has the potential to answer the third question on the possible existence of PAMP-triggered enhancers. This is because of recent findings that enhancers in animal cells can be identified as DNAse Hypersensitive Sites that produce so-called enhancer RNAs (eRNAs): bidirectional, short-lived transcripts, best observed upon inactivation of the RNA exosome complex (Andersson et al., 2014a; Andersson and Sandelin, 2020) which is at the core of cellular RNA processing and degradation by 3′–5′-exonucleolysis (Chlebowski et al., 2013). Because the study of enhancers in plants is still rudimentary, it is not yet clear whether eRNA-like-producing loci correspond to active enhancers. Nonetheless, we previously identified around 100 intergenic and intronic loci producing eRNA-like transcripts in unchallenged Arabidopsis seedlings using CAGE (Thieffry et al., 2020). In this case, detection of the short-lived eRNAs required inactivation of components of the nuclear exosome-mediated RNA decay pathway, achieved either by knockout mutation of the DEAD box helicase HUA ENHANCER2 (HEN2), a requisite, nucleoplasmic exosome cofactor (Lange et al., 2014), or by partial loss of function of the core exosome subunit RRP4 (Hématy et al., 2016; Thieffry et al., 2020). Thus, a search for PTI-related enhancers by an eRNA-focused approach would require inactivation of the nuclear exosome-mediated RNA degradation.

In addition to facilitating eRNA detection, an assessment of the relevance of nuclear exosomal RNA decay for PTI activation has merit on its own. In yeast, there is evidence that mechanisms of alternative transcription termination coupled to exosome-mediated nuclear pre-mRNA decay contribute to shape rapid reprogramming of gene expression in response to stress (Bresson et al., 2017), and a recent study in Arabidopsis provided an example of requirement of HEN2 for expression of a specific intracellular immune receptor (RPS6; Takagi et al., 2020), belonging to the nucleotide-binding-LRR class well known to be induced in PTI (Navarro et al., 2004).

In this study, we conducted a time course CAGE profiling experiment in Arabidopsis, in which wild-type (wt) and *hen2* knockout mutants were analyzed at 10 min after FLS2 activation by flg22, in addition to 30 min at which time the PTI response is known to be activated (Navarro et al., 2004). Two conclusions of broad significance were reached. First, TSS change is widespread in PTI-induced genes. This includes TSS changes of functional significance in regulatory genes and defense effectors. Second, PAMP-induced reprogramming of gene expression involves very rapid induction of a large fraction of the known PTI response genes. This also includes transient induction of a set of mRNAs encoding regulatory proteins enriched in TFs. Functions of many of these early response genes appear to converge on restriction of cellular growth and division. These findings add substantial insight into PAMP-triggered transcriptional reprogramming, and provide a detailed basis for the design of future studies to gain a molecular understanding of how early PTI signaling events control transcriptional reprogramming leading to establishment and maintenance of the immune state.

## Results and discussion

### Validation of PTI induction and TSS identification by CAGE

To study the PAMP-triggered immune response, we applied the flg22 peptide to seedlings in liquid medium. In addition to wt and *hen2-4* (Lange et al., 2011), we included seedlings of two different genotypes: the flg22-insensitive *fls2* mutant for validation of our experimental set-up, and a hypomorphic mutant allele of the exosome core factor RRP4 (*rrp4-2*) for CAGE profiling at 30 min to answer the additional question of whether nuclear RNA quality control mediated by the exosome machinery may play a role in PAMP-triggered reprogramming of gene expression (Figure 1A). Our flg22 treatments were effective, because known response genes such as *FLG22-INDUCED RECEPTOR-LIKE KINASE1 (FRK1)*, *MAP KINASE3* (*MPK3*), *WRKY22*, and *WRKY29* were induced in wt, while no induction could be detected in the *fls2* mutants (Supplemental Figure S1A).

**Figure 1:**
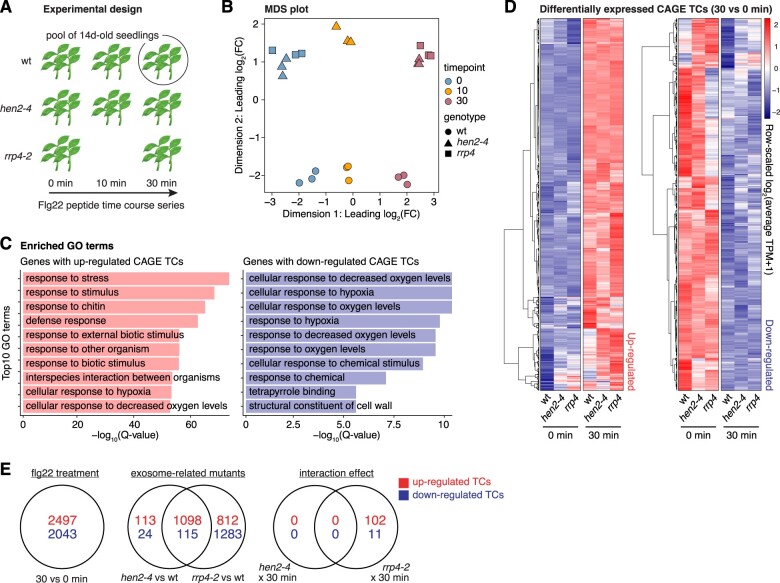
Experimental setup and validation of PTI response. A, Overview of experimental design. Pools of 14-day-old seedlings from wt and two exosome-related mutants (*hen2-4* and *rrp4-2*, see “Materials and methods”) were subjected to flg22 treatment in biological triplicates followed by CAGE library preparation and sequencing at the set time points. The *fls2* mutant was included in the time course for initial validation of the treatment. B, MDS plot. *X*- and *Y*-axes show the first two dimensions. Each point corresponds to a CAGE library, colored by time of flg22 treatment. Shapes indicate genotype. Axes are scaled as leading log_2_ FC; the root-mean-squared average of the log_2_ FC of the top 1,000 genes best separating each sample. C, Enriched GO terms of genes with CAGE TCs responding to the flg22 treatment of wt after 30 min. *X*-axis shows *P*-values after correction for multiple testing and log transformation. *Y*-axis shows the top 10 enriched terms. Terms for genes with upregulated (red) and downregulated (blue) CAGE TCs are shown in left and right panels, respectively. D, Hierarchical clustering of CAGE TCs that were significantly upregulated (left heatmap) or downregulated (right heatmap) at 30 min after flg22 treatment versus 0 min. Each row represents a CAGE TC. Color indicates row-scaled, TPM-normalized expression. E, Venn diagram of differentially expressed CAGE TCs across experimental conditions. Top (red) and bottom (blue) numbers show up- and downregulation, respectively. “*Flg22 treatment*” shows TCs responding to the flg22 induction at 30 min compared to control (0 min). “*Exosome-related mutants*” denote the comparisons of *hen2-4* and *rrp4-2* to wt samples. The “*interaction effect*” captures TCs whose response differs due to the interaction of exosome-related mutants and flg22 treatment at 30 min.

We, therefore, constructed and sequenced triplicate CAGE libraries from flg22 inductions conducted in this way. Analyses of the resulting data from unchallenged samples have been reported previously (Thieffry et al., 2020). The present full data set, including flg22 induction, was treated in the same way, that is, the 5′-ends of CAGE tags located within 20 bp from each other on the same strand were clustered into CAGE tag clusters (TCs), quantified using their total number of tags, and finally normalized into tags per million (TPM; Supplemental Data Set 1).

Initial analyses showed that our CAGE data faithfully captured known TSSs (Thieffry et al., 2020), and delivered two arguments that our flg22 treatments induced global gene expression changes typical of PTI (Figure 1, B–D). First, multidimensional scaling (MDS) of CAGE TCs showed that the samples mainly clustered according to time after flg22 induction and according to their genetic background (Figure 1B). Second, differential expression analysis identified more than 2,000 upregulated CAGE TCs (log_2_ fold-change [FC] ≥ 1, FDR ≤ 0.05, see “Materials and methods”) when comparing samples harvested 30 min post treatment to untreated controls (Figure 1E; Supplemental Data Set 2). The set of genes with upregulated CAGE TCs at 30 min was highly enriched in biological processes related to stress and defense, with hallmarks of PTI (Figure 1C).

### Nuclear exosome-mediated RNA decay does not contribute substantially to PTI-associated reprogramming of gene expression

We next compared the PTI response in wt with that in *hen2-4* and *rrp4-2*. We found that the overall PTI response was very similar in wt and *hen2-4* (Figure 1D), including induction of *MPK3*, *WRKY22*, and *WRKY29* as in wt (Supplemental Figure S1B). Nonetheless, a small set of around 100 CAGE TCs was differentially expressed between wt and *rrp4-2* at 30 min posttreatment (Figure 1E; Supplemental Data Set 2). Since HEN2 is strictly nucleoplasmic, and RRP4 is a core exosome component required for both nuclear and cytoplasmic exosome functions, the most straight-forward interpretation of these results is that exosome-mediated cytoplasmic mRNA decay plays a minor role in induction of the immune state in Arabidopsis. In contrast, there is little indication for such a role of nuclear RNA quality control. These are relevant conclusions, because nuclear RNA quality control mediated by the exosome has previously been observed to have such regulatory roles in stress-induced genetic reprogramming in yeast (Bousquet-Antonelli et al., 2000; Bresson et al., 2017), as well as transcriptional control in mouse stem cells (Lloret-Llinares et al., 2018; Garland et al., 2019). We also note that the possible involvement of cytoplasmic exosomal mRNA decay is consistent with recent identification of mammalian mRNAs whose degradation depends exclusively on the cytoplasmic exosome pathway (Tuck et al., 2020). It is also consistent with our previous identification of an extensive set of highly expressed mRNAs that over-accumulates in untreated seedlings in *rrp4-2*, but not in *hen2-4* mutants, relative to wild type (Thieffry et al., 2020).

### Features of alternative TSS usage during PAMP-triggered genetic reprogramming

Alternative promoter usage may increase the repertoire of gene regulation in a number of ways. First, multiple promoters resulting in the same protein product may facilitate distinct responses to different stimuli, or jointly increase the dynamic range of expression. Second, alternative promoters may be located so that the resulting transcripts contain different RNA regulatory elements or encode distinct sets of functional protein domains or localization signals. Recent studies show that this type of regulation has profound importance in the plant response to light or sensing of light quality (Ushijima et al., 2017; Kurihara et al., 2018). Nonetheless, the extent and importance of alternative promoter usage in the PTI response are not known.

We, therefore, first considered the pan-experiment landscape of alternative TSSs by investigating the localization of intragenic CAGE TCs regardless of expression dynamics. Similar to our previous analysis on untreated seedlings (Thieffry et al., 2020), we found that most genes had only one CAGE TC: when we only considered CAGE TCs that contributed at least 10% to the expression of their cognate gene, 91% of all detected genes had only one CAGE TC (Figure 2A; Supplemental Data Set 1). This threshold of at least 10% contribution for a particular CAGE TC to be considered was used for all intragenic TCs analyzed below (see “Materials and methods”). For the majority of single-TC genes, the TCs were located within the promoter region (CAGE TC peak located ±100 bp from TAIR10 annotated TSSs) of protein-coding (PC) and noncoding genes, as expected (Figure 2B). For example, ∼90% of TCs in single-TC genes overlapped the promoter region and only ∼6% were located within gene bodies. For genes with multiple TCs, we labeled the most highly expressed TC as “major” (others as “minor”), and overlapped those with the simplified annotation as above in Figure 2B. Both major and minor TCs were most commonly observed in annotated promoter regions, but a substantial fraction was also observed within gene bodies. For example, in *PC* genes, major and minor TCs overlapped annotated promoter regions in 72% and 43% of cases, and gene bodies in 22% and 45% of cases, respectively (Figure 2B). These observations indicate that although the great majority of genes only use one TC, a considerable number of alternative TCs in multi-TC genes are found within gene bodies, motivating a more in-depth analysis of alternative TSS usage in PTI.

**Figure 2:**
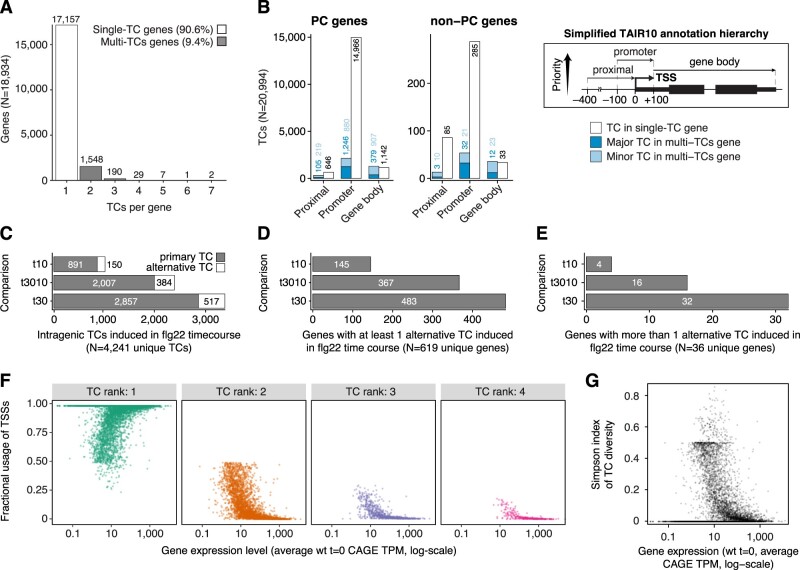
Alternative TSS usage in PTI. A, Extent of alternative TSSs. *Y*-axis shows the number of genes having a set number of TCs (*X*-axis). Only intragenic TCs contributing at least 10% to the expression of their cognate gene were considered (see “Materials and methods”). Bar colors distinguish single-TC from multi-TCs genes. B, Annotation of intragenic TCs. Number of TCs (*Y*-axis) overlapping TAIR10 genomic features (*X*-axis) based on a simplified hierarchical annotation system (right). Left parts show data for PC genes, middle parts for non-PC genes. Bar colors indicate whether the TC category originates from a single- or multiple-TCs gene, and whether TCs are the major contributor (dark shade) or minor contributors (light shade) to the expression of their cognate gene. C, *X*-axis shows the number of differentially expressed intragenic TCs in the flg22 time course. Y-axis shows the time point comparison used for differential expression analysis: t10 (10 versus 0 min), t3010 (30 versus 10 min), and t30 (30 versus 0 min). Bar colors indicate whether CAGE TCs are located within ±100 bp from the most upstream 5′-end of TAIR10 gene models (primary TC) or not (alternative TC). D and E, *X*-axis show the number of genes with at least one (D) or more than one (E) alternative TC induced during the flg22 time course. *Y*-axes are organized as in (C). F, Fractional usage of CAGE TCs (*Y*-axis) as a function of gene expression (*X*-axis, log-scaled) for multi-TCs genes. CAGE TCs are grouped according to their rank of gene expression contribution, with rank 1 representing dominant TCs, that is, the TCs contributing most to the expression of their cognate genes. Only ranks 1–4 are shown. G, Plot of Simpson index of CAGE TC diversity (*Y*-axis) against gene expression level (*X*-axis, log-scaled).

### Alternative TSS usage is common during PTI activation, but a substantial fraction bears hallmarks of transcriptional noise

We found that >15% of intragenic TCs differentially expressed across treatment time points did not overlap the primary annotated TSS, defined as the most upstream promoter from TAIR10 (±100 bp). These TCs could therefore be considered as manifestations of changed alternative promoter activity during the time course (Figure 2C). A total of 619 genes had at least one such alternative TC that was differentially expressed between at least one pair of time points, where the 30 to 0 min comparison had the highest number of differentially expressed alternative TCs (Figure 2D). A small set of 32 genes even had two or more alternative TCs differentially expressed in the comparison of samples treated for 30 min versus untreated samples (Figure 2E). Thus, the use of alternative TSSs is a common feature of the transcriptional PTI response, prompting a more detailed analysis of its consequences by identification of cases with particular potential for functional relevance.

A recent re-analysis of human and mouse transcriptome data concluded that the majority of alternative transcription initiation events is likely to represent transcriptional noise, mainly because it is predominantly observed when genes are lowly expressed: under conditions of higher gene expression, genes tend to use fewer TSSs, and the relative use of the dominant TSS increases (Xu et al., 2019). We analyzed the set of alternative TCs identified in untreated seedlings for these trends, and found that a majority of them indeed follows this same pattern: the fractional usage of the dominant TSS (rank 1) increases with expression level (Figure 2F), while the fractional usage of minor TSSs (ranks 2–4 shown in Figure 2F) decreases with expression level. Consistent with these patterns, the TC diversity decreases with gene expression level, as measured by the Simpson’s diversity index (Figure 2G). Thus, rigorous criteria must be applied to identify and validate cases of alternative transcription initiation of functional relevance.

We, therefore, chose a conservative expression criterion in which a TC must account for at least 10% of the CAGE tags mapping to a gene to be considered. For those cases chosen for further analysis, we included additional steps to (1) validate that the CAGE-seq data identifies genuine alternative transcription initiation sites (see below), (2) test whether RNA species defined by alternative TSSs are substrates of the nuclear exosome, a common feature of nonfunctional transcripts (Andersson et al., 2014b), through the use of our CAGE-seq data obtained in the *hen2* mutant background, (3) probe the existence of polyadenylated mRNA species matching the mapped TSS sites in existing full-length cDNA collections and transcriptome annotations (Seki et al., 2002; Ivanov et al., 2021), and (4) examine evidence for translation of identified mRNA isoforms by mining published ribosome-profiling (Ribo-seq) data (Hsu et al., 2016; Bazin et al., 2017; Xu et al., 2017; Yoo et al., 2020; Supplemental Data Set 3).

For validation of TSS sites, we used 5′-rapid amplification of cDNA ends (5′-RACE). CAGE and 5′-RACE use different biochemical principles for inference of cap presence: while CAGE relies on reaction of biotinylated hydrazine with aldehydes generated by HIO_4_-mediated oxidation of 2′–3′ vicinal diols in the cap nucleotide, 5′-RACE uses RNA adaptor ligation to 5′-phosphates generated by pyrophosphatase treatment after elimination of preexisting free 5′-phosphates by alkaline phosphatase treatment. Thus, confirmation by 5′-RACE adds information to the CAGE experiment, because it excludes the possibility that an internal abasic site, for example, generated by oxidative damage, gives rise to CAGE signal as a consequence of hydrazine reaction with the 1′-carbon atom in dynamic equilibrium between aldehyde and hemi-acetal forms.

### Promoter switching during PTI

We initiated our search for functionally important alternative transcription initiation during PTI activation by looking for TSS switching in which pairs of TCs are significantly differentially expressed (log_2_ FC ≥ 1, FDR ≤ 0.05, see “Materials and methods”) in opposite directions over time. A small set of 21 genes satisfied this criterion (Supplemental Data Set 4). The genes *CDF1* (At5g62430) encoding the TF CYCLING DOF FACTOR1, and *HSFA7A* (At3g51910) encoding the HEAT SHOCK TRANSCRIPTION FACTOR A7A provide compelling examples of TSS switches likely to have functional impact. Both genes produce short and long isoforms whose presence as functional, PC mRNAs is well supported by a variety of transcriptomic data (Figure 3, A and B), including insensitivity to inactivation of *HEN2* (Supplemental Figure S2), existence of full-length cDNAs matching the CAGE-defined TSSs, and Ribo-seq peaks close to predicted start codons (Figure 3, A and B). Furthermore, 5′-RACE analysis recapitulated the dynamics of TSS use during PTI activation in both cases (Figure 3C).

**Figure 3:**
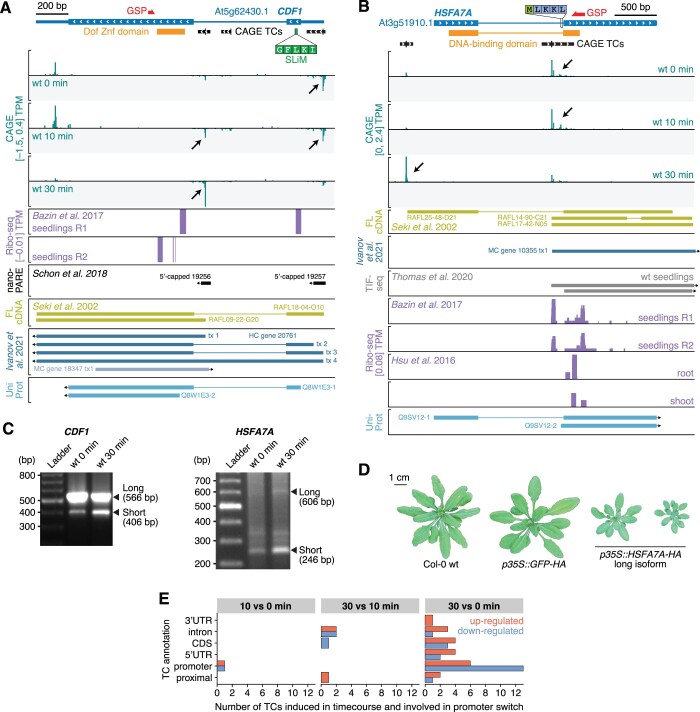
Examples of promoter switches in PTI. A, Genome browser view of the *CDF1* gene. The TAIR10 gene model is shown on top with large and thin blue blocks indicating coding regions and untranslated regions, respectively. Blue lines represent introns. White arrows indicate direction of transcription. Protein domains are shown in orange. CAGE TC are shown as black blocks with the tick marking the TC peak position. The SLiM in *CDF1* required for TOPLESS binding is indicated by a green block, along with its amino acid sequence. The 5′-RACE GSP used in (C) is marked by a red arrow. Bottom tracks show CAGE signal expressed in average TPMs across wt replicates for 0, 10, and 30 min following flg22 treatment in green. Negative CAGE signal indicates antisense initiation of transcription. Violet tracks show Ribo-seq signal in two seedling replicates (Bazin et al., 2017). Black arrows highlight important changes in CAGE TCs usage during the time course (see main text). The black track shows 5′-capped transcripts detected by nano-PARE by Schon et al. (2018). Evidence from full-length cDNAs (FL-cDNA; Seki et al., 2002) is shown in the gold track, followed by transcriptome annotation in dark (sense) and light blue (antisense) from Ivanov et al. (2021), and UniProt proteins in sky blue. B, Genome browser view of the *HSFA7A* gene, organized as in (A), with one supplementary track showing transcript isoform sequencing (TIF-seq) data from Thomas et al. (2020). C, PCR fragments obtained by 5′-RACE with CDF1 and HSFA7A GSPs (see (A) and (B)). Reference sizes are indicated on the left side in bp (Ladder). First and second samples are used as input RNA from wt seedlings at 0 and 30 min after flg22 treatment, respectively (see “Materials and methods”). Fragments corresponding to the long and short transcript isoforms (based on alternative transcription initiation events detected by CAGE) are indicated by black arrows on the right side. D, Rosette phenotypes of independent transgenic lines constitutively expressing the HSFA7A long isoform or GFP, and of nontransgenic Col-0 wt Arabidopsis plants, as indicated. E, Annotation of CAGE TCs involved in promoter switches during flg22 time course. *X*-axis shows the number of TCs falling in each annotation category (*Y*-axis, see Figure 2B, right). Bar colors indicate downregulation (blue) or upregulation (red) for each of the time course comparisons (columns).

In *CDF1*, the switch from an upstream to a downstream TSS during PTI induction favors production of an mRNA encoding a protein lacking an N-terminal short linear motif (SLiM, IKLFG) required for interaction with the transcriptional co-repressor TOPLESS (Goralogia et al., 2017) (Figure 3A). The TSS switch in *CDF1* is, therefore, predicted to change CDF1 function profoundly during PTI activation, potentially switching from repressor to activator. At the *HSFA7A* locus, transcription switches from a TSS in the first intron, downstream of the exon that encodes the DNA-binding domain of HSFA7A, to a TSS slightly upstream of the annotated promoter region (Figure 3B). Thus, in this case, PTI-induced TSS switching results in repression of a protein product with oligomerization, but not DNA-binding properties, potentially capable of interfering with HSF function, because of their requirement for oligomerization for DNA binding (Guo et al., 2016), and in de novo production of a functional, DNA-binding TF. Indeed, constitutive expression of the long *HSFA7A* isoform was sufficient to restrict growth substantially (Figure 3D; Supplemental Figure S3), suggesting that promoter switching at the *HSFA7A* locus contributes to maintenance of the growth-restricted immune state. This is consistent with the described importance of members of the HSF family in plant stress adaptation (Guo et al., 2016), including elf18-induced PTI (Pajerowska-Mukhtar et al., 2012). Overall, TSS switching events, often from a downregulated TC in the promoter region to an upregulated TC localized downstream, were mostly observed after 30 min of flg22 treatment (Figure 3E), suggesting that TSS switching generally may play a role in maintenance of the immune state rather than its establishment.

### Alternative TSS usage affecting protein domain composition

Inspired by the examples of promoter switching above, we conducted an extended analysis of TCs whose localization would predict disruption or exclusion of protein content. We found that 454 intragenic CAGE TCs in our dataset were localized within or downstream of protein domains (in total, this corresponded to 428 genes). Of these, 127 TCs within 125 genes were differentially expressed during the time course, including *AFP1* (*ABI5 BINDING PROTEIN*, At1g69260) encoding a transcriptional co-repressor and *SUVR5* (At2g23740) encoding a histone H3 lysine 9 (H3K9) methyl transferase (Figure 4, A and B; Supplemental Data Set 5). AFP1 and SUVR5 have both been implicated as repressors of gene expression with importance in environmental adaptation. Mutation of *AFP1* causes abscisic acid hypersensitivity and reduced salt stress resistance (Garcia et al., 2008), while mutants in *SUVR5* display de-repressed expression of genes with gene ontology (GO) term “Response to stimulus,” including stress- and auxin-response genes (Caro et al., 2012).

**Figure 4:**
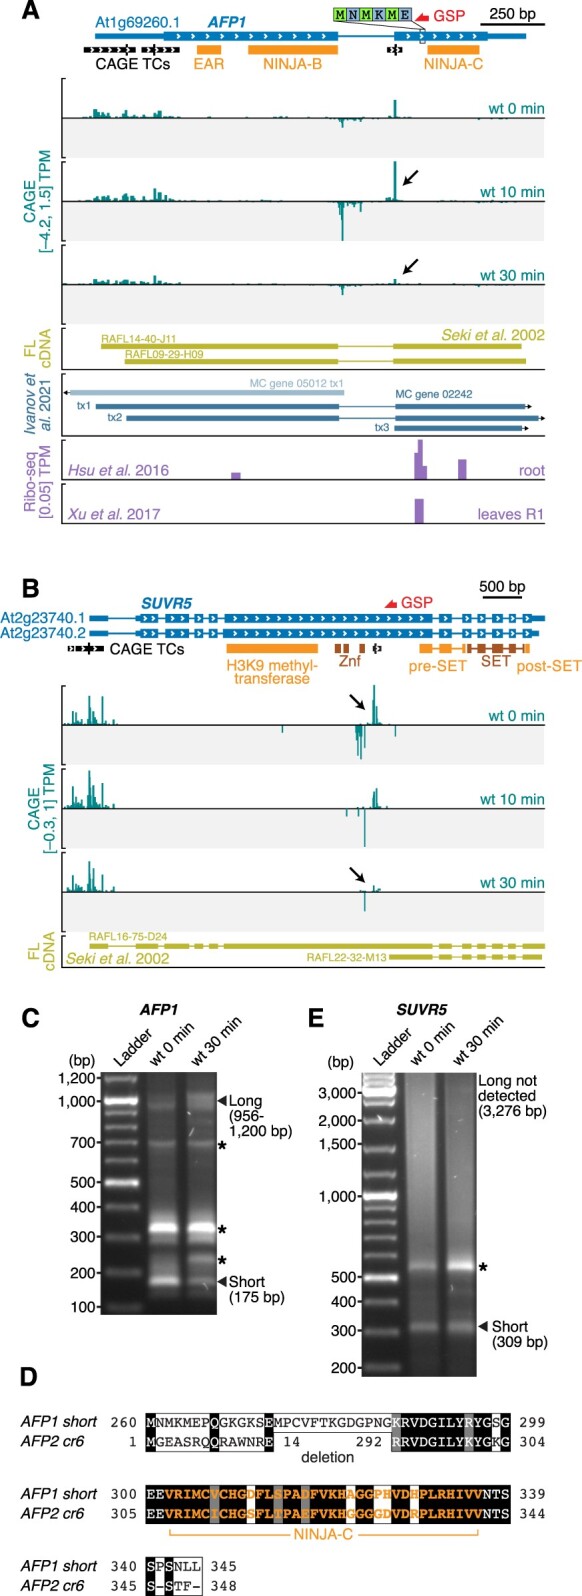
Examples of alternative TSS usage affecting protein domain composition. A and B, Genome browser views of *AFP1* (A) and *SUVR5* (B), organized as in Figure 3A. C and E, Separation of PCR fragments obtained by 5′-RACE with primers specific for AFP1 (C) and PUS5 (E), organized as in Figure 3C. D, Sequence alignment of the microproteins resulting from translation of the naturally occurring short *AFP1* mRNA isoform and of the *AFP2* mRNA generated from the in-frame *afp2*-*cr6* deletion demonstrated experimentally to be biologically functional (Hong et al., 2020). The NINJA-C domain is indicated in orange.

Both *AFP1* and *SUVR5* showed similar expression dynamics during our PTI activation: a CAGE TC corresponding roughly to the annotated TSS giving rise to an mRNA encoding a full-length protein is constitutively expressed, while a downstream TC is strongly repressed upon PTI activation (Figure 4, A and B). All TCs are insensitive to *HEN2* mutation (Supplemental Figure S2), pointing to a function of the detected transcripts. Indeed, the existence of short and long isoforms as functional mRNAs is supported by full-length cDNAs matching the TSSs defined by CAGE in the case of *SUVR5* (Figure 4B), and by medium-confidence transcripts annotated based on many sources of Arabidopsis transcriptomic data in the case of *AFP1* (Figure 4A; Ivanov et al., 2021). In addition, 5′-RACE successfully detected the short isoforms of both genes (Figure 4, C and E).

For both *AFP1* and *SUVR5*, the downstream TSS directs production of an mRNA encoding a single protein domain, a so-called microprotein, which may interfere with the function of the full-length multi-domain protein. Such a functional switch via repression of a dominant interfering microprotein during PTI activation is particularly likely in the case of AFP1. The repression of the short AFP1 mRNA by flg22 treatment was confirmed by 5′-RACE (Figure 4C), and the unique appearance of Ribo-seq signal at the start codon of the short form in untreated tissues suggests that it can be translated into a microprotein comprising only the C-terminal domain, but neither the Ethylene-responsive binding factor-associated Amphiphilic Repression (EAR) nor Novel Interactor of JAZ (NINJA) domains with transcriptional co-repressor function (Figure 4A; Ohta et al., 2001; Pauwels et al., 2010). This AFP1-derived microprotein is nearly identical to the C-terminal domain of AFP2 (At1g13740; Figure 4D) that was recently shown to be functionally equivalent to the naturally occurring microprotein LITTLE NINJA (LNJ) in monocots (Hong et al., 2020). LNJ expression causes constitutive jasmonic acid (JA) responses, probably by interfering with homodimerization of the adaptor protein NINJA that is essential for linking core JA response regulators to the TOPLESS transcriptional co-repressor (Pauwels et al., 2010; Hong et al., 2020). Our analyses indicate that alternative transcription initiation at the Arabidopsis *AFP1* locus leads to production of a naturally occurring LNJ-type microprotein encoded by an mRNA that is rapidly repressed upon PTI induction. Given the proven potential of LNJ to facilitate JA signaling (Hong et al., 2020), and the promotion of bacterial pathogenesis by virulence factor-mediated ectopic JA responses (Zheng et al., 2012; Gimenez-Ibanez et al., 2014; Nakano and Mukaihara, 2019), it is tempting to speculate that LNJ repression at the *AFP1* locus enhances the repression of JA responses as part of PTI establishment.

It is a curious property of the microprotein-encoding *AFP1* and *SUVR5* mRNAs that their transcription is accompanied by a divergent noncoding transcript detectable even in wt with exosome activity (Figure 4, A and B). Our previous analysis on the transcriptional output in Arabidopsis found that such cases are rare (Thieffry et al., 2020), perhaps indicating that special mechanisms of transcription initiation operate at the intragenic TSSs in *AFP1* and *SUVR5*.

For SUVR5, the putative microprotein contains only pre- and post-SET domains involved in substrate binding and regulation of catalysis, but neither of the Zinc finger domains required for DNA binding, nor the actual H3K9 methyltransferase domain (Caro et al., 2012; Figure 4B). Taken together, our analysis of alternative transcription initiation affecting protein domain composition highlights several cases of rapid PTI-induced repression of microproteins with proven (AFP1/LNJ) or predicted (HSFA7A, SUVR5) potential to interfere with the function of multidomain proteins that share at least one domain with the dynamically expressed microproteins.

### Alternative TSS usage affecting N-terminal target peptides

To catalog transcription initiation events affecting the occurrence of predicted target peptides for entry into the secretory pathway, or for plastidial or mitochondrial import, we first scanned the complete set of TAIR10 proteins with SignalP-5.0 and TargetP-2.0 (Almagro Armenteros et al., 2019) (see “Materials and methods”) and identified 6,985 proteins with a predicted localization signal (Supplemental Data Set 6). Among those, 4% (284/6,985) had at least one intragenic CAGE TC (subjected to the same thresholds as above) located within or downstream of the sequence encoding a predicted target peptide. Notably, 78 of those TCs (within 76 genes) were differentially expressed in the flg22 time course (Supplemental Data Set 6).

To further analyze the occurrence of differential exclusion of N-terminal target peptides, we identified intragenic TCs whose response in the time course differs from that of other TCs within the same gene (see “Materials and methods”). Clear cases of such differential TC usage (DTU) involving partial or total exclusion of a localization signal were identified in 26 genes, where one promoter produced a transcript isoform with and another without the target peptides (Supplemental Data Set 6).

To show the importance of this type of alternative transcription initiation, we focused on the different isoforms expressed from the *PUS5* gene (At1g56345; Figure 5A) that encodes a stand-alone pseudouridine synthase, that is, an enzyme that catalyzes uridine-pseudouridine isomerization in RNA in a small nucleolar RNA-independent manner. PUS5 constitutively expresses a long isoform, and a short isoform is robustly and rapidly induced by flg22 (Figure 5A). The abundance of both isoforms were unaffected by mutation of *HEN2* (Supplemental Figure S2), and their existence was confirmed by detection of 5′-capped species matching those observed by CAGE by both nanoPARE (Schon et al., 2018) and 5′-RACE, the latter also confirming the induction of the short form by flg22 (Figure 5, A and B).

**Figure 5:**
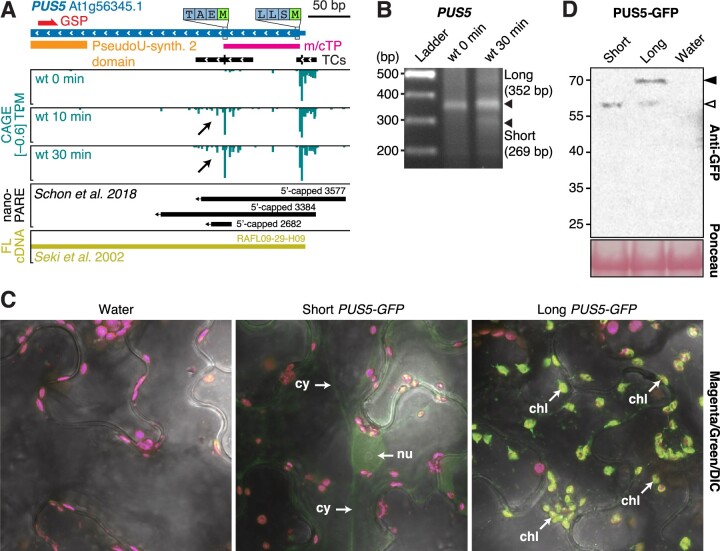
Alternative TSS usage at the *PUS5* locus determines the subcellular localization of the PUS5 protein. A, Genome browser view of *PUS5*, organized as in Figure 3A. The predicted mitochondrial/chloroplast target peptide (m/cTP) is indicated by a pink block. B, Separation of PCR fragments obtained by 5′-RACE with primers specific for PUS5, organized as in Figure 3C. The migration of the entire flg22 30 min lane in the gel with PUS5 RACE PCR products is shifted upward, explaining the apparent misalignment of the short product (269 bp) with the ladder. C, Confocal microscopy images of transiently expressed short and long *PUS5* isoforms fused to *GFP* in *N. benthamiana* leaves. Signals in magenta and green channels are overlaid with the differential interference contrast microscopy images. Nu, nucleus; cy, cytoplasm; chl, chloroplast. Images from the individual channels are shown in Supplemental Figure S4 to support the identification of structures harboring GFP signal in long *PUS5-GFP* as chloroplasts, and to support the conclusion that signal in the green channel from chloroplasts obtained with cells expressing short *PUS5-GFP* does not exceed that obtained with cells that do not express *GFP*. D, Immunoblot of *PUS5*-*GFP* isoforms transiently expressed in *N. benthamiana* leaves. Protein extracts were prepared at 2 days postinfiltration and analyzed by immunoblotting using anti-GFP antibody. White arrow indicates the short/processed isoform. Black arrow indicates the long isoform. Ponceau staining of the membrane is shown as loading control.

In contrast to the constitutively expressed, annotated TSS, the mRNA resulting from transcription initiation at the induced downstream TC does not include the sequence encoding a mitochondrial/plastidial transit peptide (Figure 5A), but does retain coding potential for the pseudouridine synthase catalytic domain. We used transient expression of *PUS5-GFP* fusions in *Nicotiana benthamiana* to show that the long and short PUS5 mRNA isoforms indeed encode proteins with distinct subcellular localization: the long form was clearly detected in chloroplasts and, probably, mitochondria, while the short form accumulated at lower levels in the nucleus and in the cytoplasm (Figure 5, C and D; Supplemental Figure S4). Stand-alone pseudouridine synthase-catalyzed introduction of pseudouridines is well established in tRNAs and spliceosomal snRNAs (Spenkuch et al., 2014), but has also recently been found in mRNAs (Borchardt et al., 2020) in several eukaryotic organisms, including plants (Sun et al., 2019). Since pseudouridylation of tRNA can be important for translation of specific mRNAs encoding regulatory factors (Cui et al., 2021) and snRNA pseudouridylation is linked to growth habit and stress adaptation in yeast, presumably via effects on alternative splicing (Morais et al., 2021), the use of alternative PUS5 isoforms with distinct subcellular localization could have important ramifications for PTI-associated genetic reprogramming.

### TSS change resulting in transcripts differing in uORF content

Translational control is emerging as a major theme in regulation of plant stress responses (Xu et al., 2017; Kurihara et al., 2018). Transcript quality is important for the efficiency of mRNA translation, and recent studies have indicated that uORFs are implicated in control of gene expression during the activation of PTI as well as other stress responses (Xu et al., 2017). Since alternative TSS usage can lead to inclusion or exclusion of uORFs in mRNAs (Kurihara et al., 2018), we specifically searched for cases that would lead to production of such alternative mRNAs upon flg22 induction. Using the same approach as above, we found 510 TCs in 480 genes that were within or downstream of uORF regions and differentially expressed during the flg22 time course (Supplemental Data Set 7). For example, chaperone induction is associated with PTI (Navarro et al., 2004), and our analyses show that during PTI activation, the genes encoding both an Hsp70 isoform (At1g16030 and HSP70b) and BAG6 (Bcl2-associated athanogene 6, At2g46240), an Hsp70 nucleotide exchange factor, use downstream TSSs excluding one and two uORFs in their mRNAs, respectively (Figure 6, A and B). In both cases, the existence of long, uORF-containing and shorter uORF-free mRNA forms as well as their expression dynamics during PTI activation were confirmed by 5′-RACE (Figure 6C), and for *HSP70b*, full-length cDNAs corresponding to both long and short forms were identified (Figure 6A). Furthermore, the abundance of all *HSP70b* and *BAG6* isoforms was unaffected by *HEN2* mutation (Supplemental Figure S2).

**Figure 6:**
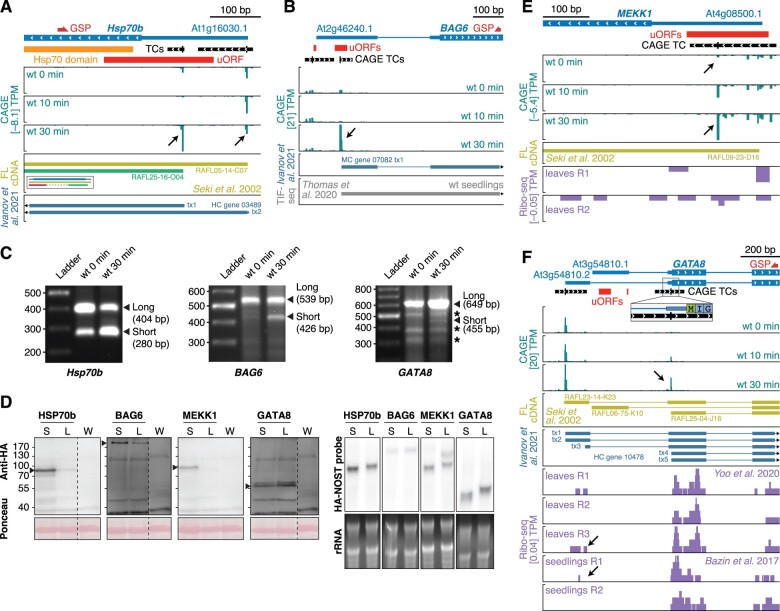
Examples of alternative TSSs influencing the presence of uORFs. A, B, E, and F, Genome browser views for *HSP70b* (A), *BAG6* (B), *MEKK1* (E), and *GATA8* (F) genes, organized as in Figure 3A, with red blocks indicating uORFs. C, Separation of PCR fragments obtained by 5′-RACE with GSPs for *Hsp70b* (left), BAG6 (middle), and *GATA8* (right), organized as in Figure 3C. D, Left: Immunoblot analysis of C-terminally HA-tagged fusions of HSP70b, BAG6, MEKK1, and GATA8 long (L) and short (S) isoforms transiently expressed in *N. benthamiana* leaves. Protein extracts were prepared at two days postinfiltration and analyzed by immunoblotting using anti-HA antibody. Ponceau staining of the membrane is shown as loading control. W indicates water-infiltrated negative control. Black arrows indicate bands of interest. All samples were loaded on the same gel with one negative control lane. Signals for individual genes have been cropped for presentation purposes, and the single negative control lane applicable to all samples is duplicated in each of the subpanels in (D). Long and short exposures of the uncropped blots are shown in Supplemental Figure S5. Right: RNA gel blot analysis of total RNA extracted from samples analyzed in (D). Ethidium bromide staining is used as loading control. A probe against the HA tag and NOS terminator was used for hybridization.

We used transient expression in *N.* *benthamiana* to test the properties of long and short isoforms with regards to protein production. Remarkably, at comparable mRNA levels, the short *HSP70b* and *BAG6* isoforms caused production of substantially higher levels of protein (Figure 6D) than their long counterparts, indicating that chaperone induction during PTI involves not only increased mRNA levels, but also, probably more importantly, changed mRNA quality through alternative transcription initiation.

We also considered the gene encoding the important signal transducer MEKK1 (At4g08500), a MAP kinase kinase kinase required for activation of the MPK4 cascade by flg22 (Ichimura et al., 2006; Suarez-Rodriguez et al., 2007). Here, the TSS distribution within its sole CAGE TC shifts during PTI activation so that an mRNA free of uORFs becomes predominant (Figure 6E). Previously published Ribo-seq data support association of the uORFs in MEKK1 mRNAs with long leaders with ribosomes (Figure 6E; Xu et al., 2017), arguing for a genuine function in repressing translation of the main MEKK1 ORF. Indeed, in the transient expression assay in *N.* *benthamiana*, the short MEKK1 mRNA isoform induced during PTI produced substantially higher protein levels than the constitutively expressed long form (Figure 6D). Thus, MEKK1 induction during PTI involves selection of a uORF-skipping TSS.

We finally studied the gene encoding the GATA-type TF BME3/GATA8 (At3g54810) (Figure 6F). In unchallenged seedlings, this gene produces different alternatively spliced mRNAs with long 5′-leaders, one of which contains uORFs. In contrast, as shown by CAGE and confirmed by 5′-RACE (Figure 6, F and C), transcription is induced downstream of the first intron upon PTI activation, and gives rise to an mRNA with a dramatically shortened leader. Full-length cDNAs with TSSs corresponding to the ones detected by CAGE during PTI activation have been isolated (Figure 6F), suggesting that they are both representing genuine, functional mRNAs. Although the isoform transcribed from the upstream-most TSS in unchallenged conditions splices out the clearest uORF candidates in *GATA8* (Figure 6F), it may still harbor uORF activity, because some ribosome association upstream of the major start codon was detectable in previously acquired Ribo-seq datasets (Figure 6F; Bazin et al., 2017; Yoo et al., 2020). In this case, however, the transient expression assay in *N.* *benthamiana* did not show a more efficient translation of the short isoform (Figure 6D). Thus, induction of the nearly leaderless GATA8 isoform may have significance other than affecting translation efficiency, or it may allow GATA8 induction simply because preinitiation complexes can be assembled at more than one site simultaneously.

Taken together, our results show that use of alternative transcription initiation to produce transcript isoforms differing in 5′-leader length is common during PTI activation, and that many are likely to profoundly alter translation efficiency via alternative inclusion of uORFs. It is noteworthy that none of the flg22-induced TSS changes discussed in detail here was clearly detectable by an mRNA-seq experiment conducted with standard sequencing depth (Supplemental Figure S6, see “Materials and methods”), indicating that studies of stimulus-dependent gene expression based on mRNA-seq as the sole method of transcriptome profiling miss important aspects of transcriptional reprogramming.

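The mRNA-seq libraries came from wild-type seedlings at 0 min (n = 3), 10 min (n = 3), 30 min (n = 6), and 60 min (n = 6) of flg22 treatment. The authors quantified them with Salmon, a program that divides the reads of a gene among its annotated transcripts, and the values used here are these estimates per transcript, not the coverage along a transcript. Such values can separate a pair of TSSs only where they belong to different listed transcripts. Of the 10 genes that the paper presents as examples of TSS change, including GH3.9 of Supplemental Figure S6, 8 are listed with 1 transcript each: CDF1, HSFA7A, AFP1, PUS5, HSP70b, BAG6, MEKK1, and GH3.9. The same holds for 82.0% of the 32753 genes listed. GATA8 (AT3G54810), on the plus strand of chromosome 3 of TAIR10.1 from 20296130 to 20298827, is listed with a transcript of 1701 bases (AT3G54810.1) and one of 1620 bases (AT3G54810.2). The tag cluster whose part of the GATA8 CAGE signal the paper reports as raised at 30 min lies at 20296842 to 20297041, while the reference transcripts start at 20296130 and 20296416, so that the listed pair is not shown to separate that TSS and its percentages describe the listed transcripts alone. The longer transcript took 0.844% ± 1.01 (SD, n = 3) of the GATA8 reads at 0 min and 5.86% ± 2.93 (SD, n = 3) at 10 min. Its estimated reads per library ranged from 0 to 13.7 at 0 min and from 30.2 to 107.8 at 10 min, and its percentage was higher in each 10 min library than in each 0 min library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). At 30 min its part was 0.816% ± 0.489 (SD, n = 6), and at 60 min 0.374% ± 0.312 (SD, n = 6), neither of which differed from 0 min in two-sided exact permutation tests (p = 0.929 and p = 0.417). The estimate for AT3G54810.2 rose from a TPM of 25.0 ± 3.04 (SD, n = 3) at 0 min to 152 ± 18.2 (SD, n = 6) at 30 min. SUVR5 (AT2G23740), on the plus strand of chromosome 2 from 10097265 to 10103398, is listed with transcripts of 4598 and 4540 bases, while the reference used here holds 6. The longer of the listed pair took 15.3% ± 8.42 (SD, n = 3) of the SUVR5 reads at 0 min, 17.2% ± 7.17 (SD, n = 3) at 10 min, 11.7% ± 5.33 (SD, n = 6) at 30 min, and 13.7% ± 9.28 (SD, n = 6) at 60 min. The reference transcripts of SUVR5 start between 10097265 and 10097559, and the repressed downstream tag clusters of the paper lie at 10101192 to 10101299, at most 2207 bases before the end of the gene. Neither listed transcript can start there, and these percentages say nothing about the change of TSS.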

### Activation of eRNA-like transcription is not widespread in PTI induction

We next addressed the question of possible existence of PTI-activated enhancers revealed by eRNA transcription. To identify such potential enhancers, we searched for short (∼500 bp) loci featuring divergent transcription in at least three samples (see “Materials and methods”). We found 155 enhancer candidates located in intergenic or intronic regions (Supplemental Data Set 8) of which 15 produced higher RNA levels in *rrp4-2* or *hen2-4* than in wt (Figure 7, A and B; Supplemental Data Set 2, see “Materials and methods”). However, only four bidirectionally transcribed loci were induced upon flg22 treatment (Figure 7B), and only a single locus showed the behavior expected from putative PTI-activated enhancers, that is, sensitivity to exosome mutation and induction by flg22 (Figure 7B). We conclude that our eRNA-focused approach did not reveal widespread existence of PTI-related enhancers.

**Figure 7:**
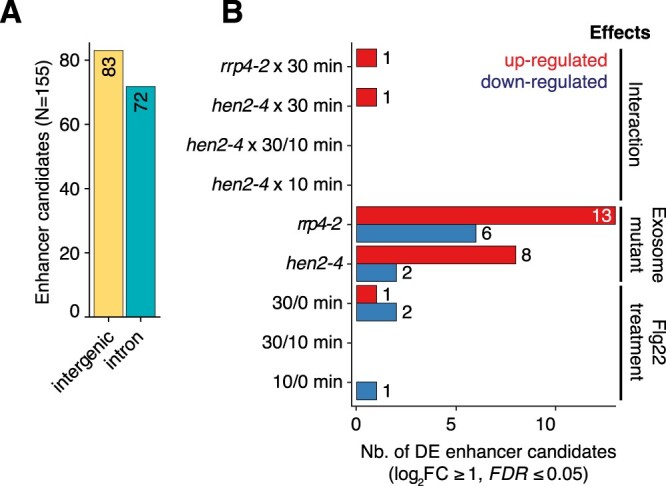
CAGE-defined enhancer candidates. A, Number of CAGE-defined enhancer candidates (*Y*-axis) in intergenic or intronic regions (*X*-axis). B, Differential expression analysis of enhancer candidates using CAGE expression. *X*-axis shows the number of enhancer candidates differentially expressed as a result of the comparisons (*Y*-axis) which are classified in three main effects: flg22 treatment (minutes), exosome-related mutant genotypes (*rrp4-2* or *hen2-4*), and the interactions thereof (e.g. *rrp4-2* x 30 min). Red and blue bars indicate upregulation and downregulated enhancer candidates, respectively.

### A rapid and transient induction of regulatory genes precedes the known PTI response

Finally, we explored the CAGE data for patterns of gene expression change over the time course. To this end, we aggregated CAGE TCs across gene models and conducted differential expression analysis with limma (log_2_ FC ≥ 1, *FDR* ≤ 0.05, see “Materials and methods”) to identify genes responding during the flg22 treatment time course. Differentially expressed genes (DEGs) were then classified into induced or repressed sets based on hierarchical clustering of normalized gene expression values (Figure 8A; Supplemental Data Set 9). This analysis defined three clusters in each category (induced: clusters 1, 2, and 5; repressed: clusters 3, 4, and 6) according to their expression trajectory over time (Figure 8B). Cluster 1 (C1), characterized by genes activated only at 30 min after flg22 stimulation, contained the large set of previously characterized PAMP response genes, including WRKY TFs as well as defense effectors such as chitinases and other pathogenesis-related genes. Consistent with these molecular functions, the C1 gene set was enriched in the GO terms “*response to stress, biotic stimulus, and response to other organisms”* (Figure 8C, see “Materials and methods”). Genes in cluster 2 (C2) responded already after 10 min and their expression continued to increase over the 30 min time course. Thus, a sizable fraction of the known PAMP response is activated much earlier than appreciated until now, and is in temporal proximity to early signal transduction events such as MAP kinase activation. Intriguingly, cluster 5 (C5) genes were rapidly induced at 10 min, but had returned to basal expression levels at 30 min. The transient nature of C5 induction means that C5 genes may have been largely overlooked in previous profiling studies of the PAMP transcriptional response. Thus, C5 has particular potential to reveal new aspects of transcriptional reprogramming upon PAMP perception.

**Figure 8:**
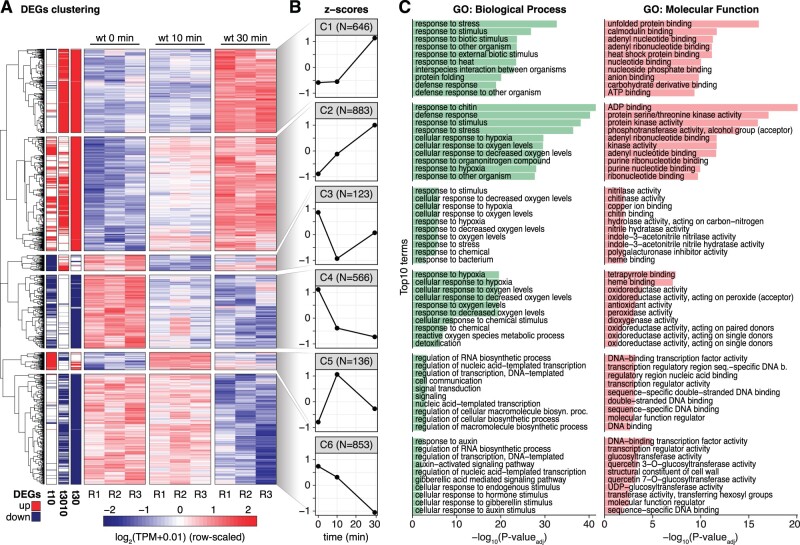
Gene expression clustering of the PTI transcriptional response. A, Heatmap of DEGs (rows) in the flg22 treatment time course. Left three columns indicate upregulation (red) or downregulation (blue) status according to the comparisons (from left to right: 10 versus 0 min, 30 versus 10 min, 30 versus 0 min). Remaining columns show wt replicates for each time point. Colors represent row-scaled, normalized CAGE expression. Vertical blocks separate the six gene expression patterns identified by hierarchical clustering. B, *Z*-score (*Y*-axis) of the average gene expression for each of the six clusters defined in (A) (C1–C6). *X*-axis shows flg22 treatment time in minutes. C, Top 10 enriched GO terms in each DEG cluster defined in (A), organized as in Figure 1C. The two independent GO categories are separated (left, biological processes; right, molecular functions).

To further validate these central observations on the temporal nature of reprogramming of gene expression in PTI activation, we performed independent flg22 inductions and analyzed a slightly extended time course series (0, 10, 30, and 60 min after flg22 addition) by standard RNA-sequencing (RNA-seq). 

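RNA was sequenced from pools of 10 wild-type Col-0 seedlings at 14 days of age, after 0 min (n = 3 pools), 10 min (n = 3), 30 min (n = 6), and 60 min (n = 6) with 3.3 µM of flg22, the flagellin peptide used as PAMP. Each later time point was compared with the 0 min pools, and pools kept for the same times without flg22 were not analysed here. Handling, time of day, and the solvent DMSO (0.77%) were thus not separated from the peptide. The libraries were poly(A)-selected and unstranded, and reads of overlapping genes on opposite strands were not told apart. After trimming and mapping on TAIR10, the authors estimated the reads of each transcript, and these expected counts need not be whole numbers. The transcripts listed were summed to 32753 genes and rounded to whole counts. The estimated reads per library ranged from 21470973 to 22866588 at 0 min (median 21860774), from 20509472 to 23149483 at 10 min (median 22462406), from 22801497 to 32192430 at 30 min (median 25248582), and from 18779717 to 22348524 at 60 min (median 20469191). Pearson's r between libraries of one time point, on log2(RPKM + 1) across genes, lay between 0.990 and 0.997. Counts were scaled by TMM factors, and genes were tested with edgeR's quasi-likelihood test in a single fit of the 18 libraries with 4 time groups, over the 21430 genes that passed edgeR's default filter on low counts. A gene was called up or down at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, the thresholds that the paper states for CAGE. With library size alone in place of TMM factors, the median log2 fold change of all genes shifted by -0.14 at 30 versus 0 min and by -0.28 at 60 versus 0 min, and with it the balance of upregulated and downregulated genes.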

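Genes were taken from the clusters of Supplemental Data Set 9, of which the first 1998 of the paper's 3207 entries were used, and for C5 its complete separate list. For each library, the change of a cluster was the mean over its genes of log2(RPKM + 1) minus the mean of the 0 min libraries, with RPKM computed from the authors' estimated counts. The 396 genes of C1, which in CAGE were activated only at 30 min, changed by 0.17 ± 0.093 (SD, n = 3) at 10 min, where the libraries overlapped those at 0 min, by 1.18 ± 0.035 (SD, n = 6) at 30 min, and by 1.97 ± 0.041 (SD, n = 6) at 60 min. The 562 genes of C2, which in CAGE responded from 10 min, changed by 0.34 ± 0.24 (SD, n = 3) at 10 min, by 1.98 ± 0.056 (SD, n = 6) at 30 min, and by 2.22 ± 0.036 (SD, n = 6) at 60 min. C5, which in CAGE rose at 10 min and was back at basal levels at 30 min, changed by 0.35 ± 0.27 (SD, n = 3) at 10 min, by 0.65 ± 0.018 (SD, n = 6) at 30 min, and by -0.043 ± 0.030 (SD, n = 6) at 60 min, where its libraries overlapped those at 0 min. The 30 min libraries of C5 lay between 0.62 and 0.67, above the libraries of the other time points. The median C5 gene changed by 0.15 at 10 min and 0.086 at 30 min on this scale, and by 0.12 and 0.20 on TMM-scaled CPM. Its order of these times thus depends on the scaling. At 10 min, replicate 3 decided the values of C5 and C2: it stood at 0.042 for C5 and 0.057 for C2, and without it the means were 0.50 and 0.48. Of the repressed clusters, the 533 genes of C6 changed by -0.0077 ± 0.033 (SD, n = 3) at 10 min, by -0.37 ± 0.036 (SD, n = 6) at 30 min, and by -0.79 ± 0.022 (SD, n = 6) at 60 min. The 343 genes of C4 changed by 0.027 ± 0.053 (SD, n = 3), -0.14 ± 0.038 (SD, n = 6), and -0.31 ± 0.11 (SD, n = 6) at these times. The 69 genes of C3 changed by 0.14 ± 0.080 (SD, n = 3) and 0.081 ± 0.086 (SD, n = 6) at 10 and 30 min, which overlapped the 0 min libraries, and by 0.49 ± 0.22 (SD, n = 6) at 60 min, where the lowest library (0.135) still lay below the highest 0 min library (0.138). On TMM-scaled CPM, the change of C5 at 60 min was 0.13, with the opposite sign.

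**Figure D1:**
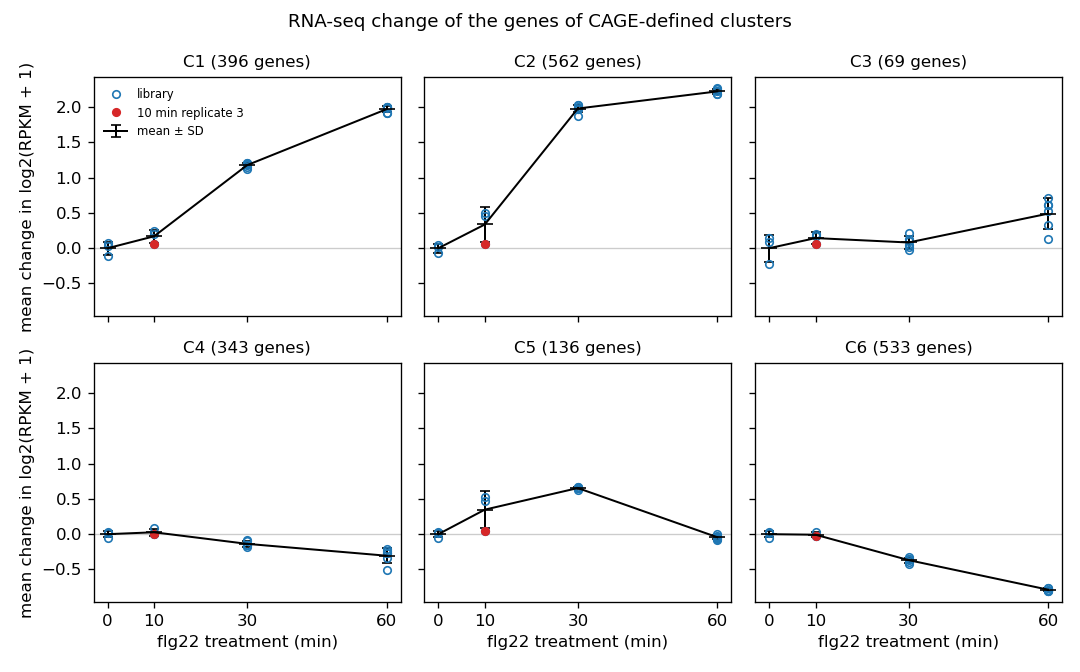
Mean change in log2(RPKM + 1) from the 0 min mean (Y-axis) against minutes of flg22 treatment (X-axis) for the genes of each CAGE-defined cluster. Circles are single RNA-seq libraries, the red circle is replicate 3 at 10 min, and the black line with bars gives the mean ± SD of the 3 libraries at 0 and 10 min and the 6 at 30 and 60 min. The mean of C1 reaches 1.97 at 60 min, while the mean of C5 is highest at 30 min with 0.65.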

We found similar expression trends for the sets of genes in CAGE-defined clusters, albeit often with a temporal lag compared to the CAGE data (Supplemental Figure S7). The lag is possibly explained by the fact that CAGE detects not only mature mRNAs but also pre-mRNA species, because it relies on 5′-cap capture in combination with random-primed reverse transcription. 

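The C5 genes were compared with all other tested genes in limma's camera test (two-sided, preset correlation of 0.01 between genes, 5 comparisons), over the 135 C5 genes that passed the count filter. At 10 versus 0 min, their median log2 fold change was 0.16 (limma adjusted p = 2.19e-08), with 89 of the genes above 0. At 30 versus 0 min the median was 0.22 and the mean 1.07 (limma adjusted p = 0.0102), a call that did not hold with the correlation estimated from the residuals (limma adjusted p = 0.342). At 30 versus 10 min camera called no direction (median 0.13, limma adjusted p = 0.261), while edgeR called 31 C5 genes up and 3 down. The fall of C5 by 30 min that CAGE showed was thus not called for the list in RNA-seq. At 60 versus 0 min no direction was called (limma adjusted p = 0.285). The test pointed down, while the median was 0.025 (-0.010 with the 8 re-attributed genes) and the mean 0.29. From 30 to 60 min the C5 genes fell, with a median of -0.50 and 25 genes above 0 (limma adjusted p = 2.19e-08). The calls at 10 versus 0 min and 60 versus 30 min held both under fry and with the estimated correlation, although 3 of 10 groupings of the libraries at 10 versus 0 min and 5 of 100 drawn at 60 versus 30 min, the real ones included, gave a camera result as strong. By the mean of each time point, 57 C5 genes were highest at 30 min, 31 at 10 min, 29 at 0 min, and 18 at 60 min. Among single genes, 17 were called up at 10 versus 0 min by edgeR (27 when adjusted over the list alone), 45 at 30 versus 0 min (45 when adjusted over the list alone), and 32 at 60 versus 0 min (33 when adjusted over the list alone), while 3 were called down at 30 versus 0 min and 25 at 60 versus 0 min. Across 128 C5 genes, the paper's CAGE log2 fold change at 10 versus 0 min was correlated with the RNA-seq log2 fold change at 10 min (Pearson's r = 0.764, Spearman's rho = 0.484), at 30 min (r = 0.782, rho = 0.572), and at 60 min (r = 0.606, rho = 0.447), with permutation p = 1e-05 for each of these 6 values, the smallest that 100000 permutations give, and 1e-05 after Benjamini-Hochberg adjustment. These correlations are across genes, which are not independent replicates, the RNA-seq changes share their 0 min libraries, and the differences between the correlations were not tested.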

RNA-seq, on the other hand, uses oligo-dT-selection prior to reverse transcription so that (pre-)mRNAs must have undergone 3′-end formation to be detected. This may also explain specific discrepancies between CAGE and mRNA-seq in the examples studied in detail here. For instance, although flg22 induction of the long isoform of HSFA7A is clearly detected by both CAGE and 5′-RACE at 30 min after flg22 addition, mRNA-seq failed to reveal signal in regions specific to the long isoform in the 60-min time course (Figure 3B; Supplemental Figure S6).

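At the level of whole genes, the RNA-seq reads of the TSS examples changed as follows between 0 min (n = 3) and 30 min (n = 6), with adjusted p from edgeR. GATA8 had 32.1 ± 3.44 normalized CPM (SD) at 0 min and 213 ± 25.2 at 30 min, a log2 fold change of 2.73 (standard error 0.16, edgeR adjusted p = 8.83e-11), and 67.5 ± 8.31 (SD, n = 6) at 60 min. MEKK1 (AT4G08500; chromosome 4, 5403671 to 5407320 of TAIR10.1) rose from 22.5 ± 1.36 to 79.1 ± 5.29 normalized CPM, a log2 fold change of 1.81 (standard error 0.064, edgeR adjusted p = 8.93e-14), and reached 108 ± 4.54 (SD, n = 6) at 60 min. HSP70b (AT1G16030; chromosome 1, 5501966 to 5504535) decreased from 6.50 ± 1.02 to 3.28 ± 0.403 normalized CPM, a log2 fold change of -0.98 (standard error 0.17, edgeR adjusted p = 0.000155), just short of the threshold of 1 in size, which it passed in 5 alternative settings, among them without replicate 2 at 0 min (-1.11) and without replicate 1 or 6 at 30 min. BAG6 (AT2G46240; chromosome 2, 18986133 to 18990220) decreased from 8.40 ± 1.20 to 5.32 ± 0.669 normalized CPM, a log2 fold change of -0.65 (standard error 0.13, edgeR adjusted p = 0.000643). AFP1, PUS5, and GH3.9 rose by log2 fold changes of 0.82, 0.46, and 0.65, below the threshold, which AFP1 passed (1.10) without replicate 2 at 0 min. CDF1 and SUVR5 did not differ between 0 and 30 min (edgeR adjusted p = 0.670 and 0.577). CDF1 had 23 to 52 reads per library at 0 min and 37 to 58 at 30 min. With a standard error of 0.29 for its log2 fold change, a small change of CDF1 cannot be excluded. At 10 min, none of these genes was called, the largest change being that of GATA8 (log2 fold change 0.65, edgeR adjusted p = 0.0643).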

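HSFA7A (AT3G51910) lies on the plus strand of chromosome 3 of TAIR10.1 from 19265141 to 19266806. The single HSFA7A transcript in the authors' quantification is 819 bases long, which equals the coding length in the reference. Reads confined to a leader thus have no listed transcript to be assigned to. Reads of the long isoform and of the short isoform, whose TSS the paper places in the first intron, share this transcript. The values below therefore cannot be assigned to either isoform. The estimated reads numbered 46 to 62 per library at 0 min, 47 to 63 at 10 min, 95 to 185 at 30 min, and 31 to 86 at 60 min. In TPM as deposited, HSFA7A stood at 3.52 ± 0.536 (SD, n = 3) at 0 min, 4.05 ± 0.678 (SD, n = 3) at 10 min, 8.56 ± 1.79 (SD, n = 6) at 30 min, and 4.35 ± 1.40 (SD, n = 6) at 60 min. The log2 fold change at 30 versus 0 min was 1.35 (standard error 0.24, adjusted p = 0.000173 from edgeR's quasi-likelihood test), and it stayed between 1.26 and 1.48 with each library left out in turn. Neither 10 versus 0 min (log2 fold change 0.12, edgeR adjusted p = 0.912) nor 60 versus 0 min (0.50, edgeR adjusted p = 0.0859) was called.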

Taken together, our results reveal a temporal order of reprogramming of gene expression during PTI activation. 

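In the RNA-seq time course, edgeR's quasi-likelihood test called 134 genes up and 5 down at 10 versus 0 min, 1940 up and 306 down at 30 versus 0 min, and 2952 up and 1363 down at 60 versus 0 min. From 10 to 30 min, 1794 genes were called up and 299 down, and from 30 to 60 min 1144 up and 740 down. The calls at 10 min rested on single libraries: 256 genes were called up without replicate 3 at 10 min, 1 without replicate 2, and 46 without replicate 1, and 1, 21, and 49 without replicates 1, 2, and 3 at 0 min. DESeq2 called 217 genes up at 10 min and limma-voom 4. Without TMM factors, upregulated genes made up 50.7% of the calls at 60 versus 0 min (2430 up, 2365 down) in place of 68.4%, 73.9% at 30 versus 10 min in place of 85.7%, and 47.6% at 60 versus 30 min in place of 60.7%. Of the 134 genes called up at 10 min, 133 were also called up at 30 min and 123 at 60 min, and 1773 of the 1940 genes called up at 30 min were called up at 60 min. Of those 134 genes, 0 were called down by edgeR from 10 to 30 min (2 fell at an unadjusted p below 0.05; DESeq2 0 and limma-voom 0 of their own calls), whereas 54 were called down from 30 to 60 min, 43 of which were still called up at 60 min. Of the genes called up at 30 min, 169 were called down from 30 to 60 min, 112 of which were still called up at 60 min. Comparisons that share libraries can overlap for that reason alone. In 20 simulations of unchanged groups, with as many genes taken by rank of p as edgeR called here, the lists at 10 and 30 min shared 81 to 106 genes, those at 10 and 60 min 93 to 115, and those at 30 and 60 min 1080 to 1166, against 124, 107, and 1725 by the same rule in the data. Over all tested genes, Pearson's r between the log2 fold changes at 10 and at 30 min was 0.548 (0.555 to 0.645 in the simulations) and between those at 10 and at 60 min 0.442 (0.532 to 0.622), below the unchanged groups in both cases. Genes high at 10 min and falling from 30 to 60 min numbered 4 to 13 in the simulations and 21 in the data. Genes high at 30 min and falling from 30 to 60 min numbered 214 to 273 and 86. By rank, neither the overlap of 10 with 60 min nor the second of these falls was larger than in unchanged groups. The rank rule fills each list whether or not its genes would be called. Other groupings of the 30 and 0 min libraries had at most 2 genes called up. The simulations thus cannot judge the called counts, such as 123 and 169. The count of 54 was 0 without replicate 2 at 10 min or replicate 1 at 0 min, and 8, 17, and 21 without replicates 2 and 3 at 0 min and replicate 1 at 10 min. The largest log2 fold changes among named genes called up at 10 min were those of CBF1 (6.53), ERF017 (4.86), and CBF2 (4.47), at means of 2.16 to 3.49 normalized CPM at 10 min. These values and their order rest on few reads, with 0 to 2 per 0 min library for CBF1, 0 to 4 for ERF017, and 2 to 5 for CBF2. With 1 library left out they ranged from 5.55 to 9.12, from 4.32 to 6.34, and from 3.79 to 5.04, and each call was lost in some settings. Among called genes with a mean of at least 5 CPM and no overlap between the libraries of both groups, AT3G10930 rose most, with 2.36 ± 0.599 normalized CPM (SD, n = 3) at 0 min, 33.2 ± 26.3 (SD, n = 3) at 10 min, 290.3 ± 22.6 (SD, n = 6) at 30 min, and 82.4 ± 17.3 (SD, n = 6) at 60 min. Its log2 fold change at 10 min was 3.80 (standard error 0.61, edgeR adjusted p = 0.0115), a call lost in 6 of the alternative settings, among them without replicate 1 at 0 min and without replicate 2 at 10 min. AT5G51190 and RHL41 (AT5G59820) followed with log2 fold changes of 3.60 and 3.30, calls lost in 8 and 5 of the settings. From the CAGE clusters and the similar trends of their genes in this series, the paper concludes that gene expression is reprogrammed in a temporal order.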

Many final PAMP response genes, including regulatory factors (Supplemental Data Set 9), are induced immediately after elicitation. Intriguingly, this immediate wave of gene induction also includes transiently induced genes (C5) that we analyze in more detail below due to its outstanding potential to reveal novel aspects of PTI activation.

### Cluster 5 is enriched in TFs

Inspection of the functional annotation of genes contained in C5 showed that it was significantly enriched in GO terms related to TFs and nucleic acid binding activities (FDR ≤ 0.05, see “Materials and methods”) (Figure 8C). Indeed, compared to other clusters of flg22 responsive genes, the fraction of genes encoding known TFs in C5 was roughly three-fold higher (Figure 9A; see “Materials and methods”). Because of the potential of the early-induced TFs to orchestrate the eventual transcriptional output in PTI, we focused our efforts on understanding the relevance of C5 TFs.

**Figure 9:**
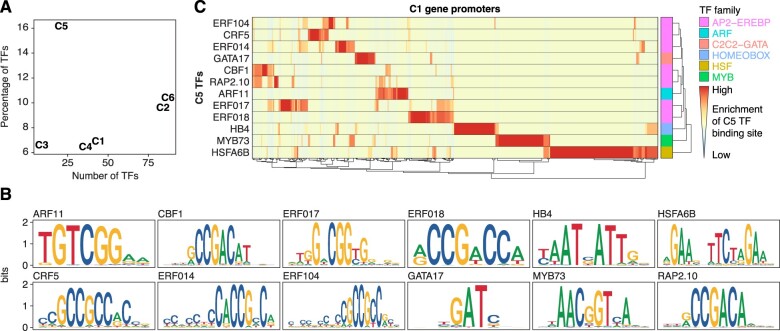
Promoters of PAMP response genes are enriched in C5 TF binding sites. A, TF genes in the DEG clusters. *X*-axis shows the number of known TFs in each of the six expression clusters from Figure 8A. The *Y*-axis shows the ratio of number of TFs to the total number of genes in each cluster. B, Sequence logos of cluster 5 TFs for which a profile could be retrieved from the JASPAR database (see “Materials and methods,” Supplemental Data Set 9). *Y*-axis shows information content in bits. C, Enrichment of binding sites from C5 TFs in the promoter regions of C1 genes. Heatmap rows indicate cluster 5 TF models, whereas columns represent C1 promoter regions. Heatmap colors show the ratio of binding site matches to the genome-wide average in all promoters (see “Materials and methods”), with red indicating high over-representation. Right-most column shows the family of the respective TF. Similar enrichment analysis for genes in all differentially expressed clusters is shown in Supplemental Figure S8.

### Links of C5 TFs to PTI signaling and establishment of immunity

We first noted that several C5 TFs have been implicated in PTI (ETHYLENE RESPONSE FACTOR104 [ERF104, At5g61600 (Bethke et al., 2009)]; ERF014 [At1g44830 (Zhang et al., 2016)]; MYB34 [At5g60890 (Frerigmann and Gigolashvili, 2014; Frerigmann et al., 2016)]) or other branches of plant immune responses to fungal and bacterial pathogens (ERF016 (At5g21960) (Zhao et al., 2021)). Strikingly, the ERF104 TF provides an example of a direct link to a major flg22-activated signal transducer, the MAP kinase MPK6. The stable MPK6-ERF104 complex dissociates within 5–15 min of flg22 perception (Bethke et al., 2009), closely matching the kinetics of MPK6 activation (Mészáros et al., 2006) and transcriptional activation of *ERF104* observed here. In addition, both knockout mutants and over-expressors of *ERF104* exhibit enhanced bacterial susceptibility (Bethke et al., 2009), pointing to the physiological relevance of the transient induction we describe here. It is also noteworthy that knockdown of ERF014 delays flg22-responsive gene expression while its overexpression is sufficient to cause bacterial resistance and hyper-responsiveness to flg22 perception (Zhang et al., 2016). These observations support the notion that an important function of at least some C5 TFs is to directly link PTI signal transducers to transcriptional reprogramming and potentiation of the immune state.

### C5 contains regulators of general stress and stem cell properties

ERF104 is also induced within minutes in response to abiotic stresses that require growth arrest (Moore et al., 2014; Vogel et al., 2014; Illgen et al., 2020), suggesting that it functions more generally in rapid stress adaptation than specifically in PTI activation. Indeed, despite their association with seemingly distinct biological processes (abiotic stress, biotic stress, and stem cell functions), a common denominator of functions of many C5 TFs may be growth restriction as a general response to stress. Clear examples of this include at least five cases: (1) the key cold stress adaptation factors CBF1 (At4g25490) and CBF2 (At4g25470) (Liu et al., 2019), also shown recently to be induced by bacterial infection (Tuang et al., 2020); (2) ERF017 (At1g19210) and ERF104, induced among other upon growth arrest-inducing intense light treatment (Vogel et al., 2014); (3) ERF018/ORA47 (At1g74930) that has direct roles in control of biosynthesis of the growth-restricting phytohormones abscisic and JA, and whose overexpression causes slow growth (Chen et al., 2016); (4) ANAC044 (At3g01600), important for arrest of cell division in response to DNA damage (Takahashi et al., 2019); and (5) heat shock TFs HSFA3 (At5g03720) and HSFA6B (At3g22830) implicated in growth restriction and induction of chaperones destined to both cytoplasm and secretory pathways (Schöffl et al., 1998; Guo et al., 2016). In this regard, we note that the uORF-skipping alternative TSSs induced in Hsp70 and the nucleotide exchange factor BAG6 (Figure 6, A and B) may be linked to the immediate induction of HSFs in C5 and C2 (HSFA4A (At4g18880), HSFB2A (At5g62020), Supplemental Data Set 9), and heat shock TFs as a group have previously been proposed to be major drivers of the growth-to-defense transition (Pajerowska-Mukhtar et al., 2012).

The vascular stem cell-specific TF WUSCHEL-LIKE HOMEOBOX 4 (WOX4, At1g46480) has not previously been associated with immunity or other stress responses, and its presence in a PAMP-induced cluster is at first glance surprising because its known functions center on stimulation of vascular stem cell proliferation (Suer et al., 2011; Etchells et al., 2013). Nonetheless, another stem cell TF, KNAT1/BP (At4g08150) was also part of C5, and the combined induction of KNAT1 and WOX4 is intriguing for two reasons. First, KNAT1 and WOX4 act redundantly to control vascular stem cell activities (Zhang et al., 2019). Second, upon auxin stimulation of root pericycle cells, this exact TF combination promotes establishment of a protective suberized, periderm layer rather than initiation of a proliferative stem cell niche destined to form a new lateral root (Xiao et al., 2020).

TFs associated with growth arrest and general stress responses were also found in C2 (e.g. HSFA4A, HSFB2A, CAMTA3 [At2g22300], CAMTA6 [At3g16940], ANAC062 [At3g49530], MYB74 [At4g05100], and several ERFs [Doherty et al., 2009; Moore et al., 2014; Vogel et al., 2014; Yang et al., 2014; Xu et al., 2015; Guo et al., 2016; Jacob et al., 2018; Illgen et al., 2020]), underscoring the multi-faceted reprogramming from growth and division to arrest immediately upon PAMP perception. Several additional TFs such as the Zinc finger/Homeobox factors HB4 (At2g44910) and HB28 (At3g50890) and the cytokinin response factor CRF5 (At2g46310; Rashotte et al., 2006) have not previously been associated with defense responses, and their inclusion in C5 therefore opens new venues to investigate their biological functions.

### Promoters of PAMP response genes are enriched in binding sites for cluster 5 TFs

We finally asked whether C5 TFs other than the experimentally verified examples discussed above (ERF104, ERF014, and MYB34) had the potential to cause transcriptional reprogramming in PTI. If this were the case, promoters of PAMP response genes should show enrichment of C5 TF binding sites. We retrieved position-specific weight matrix models describing DNA binding preferences of 12 TFs belonging to C5 from JASPAR CORE Plantae (Fornes et al., 2020) (Figure 9B; Supplemental Data Set 10, see “Materials and methods”). Using these models, we computed the enrichment compared to the genome-wide average of predicted binding sites in the promoter regions of the genes of each of clusters C1–C6 defined by differential gene expression in the flg22 time course (Figure 8A, see “Materials and methods”). Interestingly, many promoters of genes activated or repressed in PTI were indeed enriched for predicted binding sites of C5 TFs (see Figure 9C for the known PAMP response genes (C1); Supplemental Figure S8 for C1–C6). This also included C5 itself, perhaps suggesting that negative autoregulation contributes to the transient nature of its induction by flg22.

In many cases, enrichment of elements corresponding to more than one C5 TF could be identified, suggesting either a degree of functional redundancy between, or combinatorial binding of, C5 TFs in PTI. Nonetheless, we also identified many cases where only a single type of cis-element showed strong enrichment (Figure 9C). This pattern does not rule out overlapping functions of distinct TFs in regulation of PTI response genes, especially given the fact that many additional TFs (in our C2) are also induced long before the establishment of the immune state. Such a redundant setting of the system would be reminiscent of recent analyses of the transcriptional response to jasmonate in which inactivation of multiple early-induced TFs was required to observe measurable effects on the expression of later response genes (Hickman et al., 2017).

## Concluding remarks

Our study provides substantial insight into use of alternative transcription initiation sites and overall gene expression changes that take place rapidly after PAMP perception. The results should facilitate a better understanding of genetic reprogramming underlying the defense transition and establishment of the immune state in at least four ways, perhaps generalizable more widely to other types of stimulus-dependent gene expression. First, our study reveals that alternative transcription initiation is used on short time scales in different ways of considerable functional importance, including gene induction at the translational level by production of mRNA isoforms without uORFs, change in subcellular localization of encoded proteins, and dynamic expression of regulatory microproteins. Second, the discovery of very early PTI response genes facilitates the design of studies aimed at linking immediate signal transduction events such as protein kinase activation directly to changed transcriptional output. The conclusion that a very early transcriptional PTI response wave precedes the previously defined PTI response and contributes to its establishment was also reached in a thorough mRNA-seq time-course study that appeared while this work was in revision (Bjornson et al., 2021). This study of PTI induction also noted its similar pattern of establishment in distinct temporal waves across elicitation by several different PAMPs, thus allowing this conclusion on the orchestration of genetic programming in PTI induction to be generalized (Bjornson et al., 2021). It is possible that a refined temporal study to identify genuinely immediate responders, preferably through the use of nascent RNA techniques such as native elongating transcript sequencing NET-seq (Mayer and Churchman, 2016; Zhu et al., 2018; Kindgren et al., 2020), combined with existing and refined knowledge on phosphoproteome changes following PAMP perception (Rayapuram et al., 2018), will be of value to better define direct molecular links between PTI signaling and transcriptional responses. Third, the crucial, but daunting task of deciphering key elements of the texture of the TF web driving genetic reprogramming in PTI through genome-wide identification of binding sites is now tangible, because our results allow focus on a more limited number of early-responding TFs. Fourth, our study adds support to the importance of translational control in the early PAMP response (Pajerowska-Mukhtar et al., 2012; Xu et al., 2017), and hints that covalent modification of coding and/or noncoding RNAs could play roles in this regard.

## Materials and methods

### Plant materials

All *A.* *thaliana* plants are of the Col-0 ecotype. The *hen2-4* (At2g06990, SALK_091606C) mutant was described in Lange et al. (2011) and seeds were obtained from Dominique Gagliardi. The *rrp4-2* mutant is described in Hématy et al. (2016) and was kindly provided by the authors. The *fls2* (At5g46330) mutant (T-DNA insertion line SALK_062054) was obtained from the Nottingham Arabidopsis Stock Center (NASC).

### Genotyping

DNA was isolated as described in Thieffry et al. (2020). Briefly, one volume of phenol–chloroform (50:50 [v/v]) was added to freshly ground leaves in urea buffer (42% [w/v] urea, 312.5 mM of NaCl, 50 mM of Tris–HCl at pH 8, 20 mM of EDTA, and 1% [w/v] N-lauroylsarcosine). Phases were separated and DNA in the supernatant was precipitated with isopropanol and rinsed with EtOH 70% (v/v). The DNA was used as a polymerase chain reaction (PCR) template to confirm T-DNA insertion in *hen2-4* and *fls2* mutants. The point mutation in *rrp4-2* was detected by target DNA amplification and enzymatic digestion (Eco47I, *AvaII*). Genotyping primers are available in Supplemental Data Set 11.

### Growth conditions

All growth conditions were as described in Thieffry et al. (2020). Briefly, seeds were sterilized with 70% (v/v) EtOH, followed by 1.5% (w/v) sodium hypochlorite and 0.05% (w/v) Tween-20 (10 min, Sigma-Aldrich, St. Louis, MO, USA), then rinsed with sterile ddH_2_O. Clean seeds were stratified in complete darkness at 4°C for 72 h, then germinated on 1× Murashige and Skoog (MS) medium (supplemented with 1% [w/v] Suc and 0.8% [w/v] agar) under sterile conditions (Petri-dishes) with long-day light cycles (16-h light/8-h dark photoperiod, 130-µmol photons m^−2^s^−1^ at 21°C, cat. No. Master TL-D 36W/840 bulbs; Philips). Intact 12-day-old seedlings were transferred to 8 mL of 1× liquid MS medium (as above) in 6-well plates (Nunc, cat. No. 140675) and acclimated for 2 days with mild agitation (130 rpm), under identical light and temperature settings as above.

### Flagellin treatments

Flg22 peptide with sequence Ac-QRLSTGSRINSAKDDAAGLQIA-OH was obtained from Schafer-N (www.schafer-n.com) with purity >95%. Flg22 peptide was dissolved in dimethyl sulfoxide (DMSO) at 1 mg/mL. Biological replicates consisting of a pool of 10 seedlings were subjected to 3.3 µM of flg22 and 0.77% of DMSO under constant agitation (130 rpm) for 10 and 30 min for the CAGE samples, and 0, 10, 30, and 60 min for the RNA-seq samples. Seedlings were removed from the media and immediately flash-frozen in liquid nitrogen before undergoing RNA extraction.

### Definition of biological replicates

Biological replicates were produced in the following way: seeds from the same seed batch were germinated on different 1× MS agar plates as described above, but grown in parallel and with plates next to one another in the same growth cabinet. Similarly, flg22 inductions were carried out separately for each replicate, with each replicate in a distinct well, but were done at the same time under the same growth conditions.

### Total RNA extractions

Total RNA was extracted as described in Thieffry et al. (2020), with the addition of samples treated with flg22 peptide for 10, 30, and 60 min. Briefly, plant material was flash-frozen and 1 mL of TRI-Reagent (Sigma-Aldrich) was added to 100 mg of finely ground tissue. Following chloroform phase separation, the aqueous phase was transferred to a fresh tube and the RNA was precipitated with one volume of isopropyl alcohol (400 µL) for 30 min at room temperature. Total RNA was pelleted by centrifugation (10 min at 15,000 rpm and 4°C), rinsed with 70% (v/v) EtOH and re-suspended in RNAse-free ddH_2_O. A further polysaccharide precipitation was conducted as described by Asif et al. (2012) to remove contaminants and obtain higher quality RNA material. All RNA samples were assessed for concentration and purity using the NanoDrop ND-1000 (Thermo Fisher Scientific, Waltham, MA, USA) and absence of RNA degradation was confirmed on a Bioanalyzer 2100 with High Sensitivity RNA chip (RNA 5000 Pico; Agilent Technologies, Santa Clara, CA, USA).

### Reverse transcription-quantitative polymerase chain reaction

Initial validation of the flg22 treatment was assessed with reverse transcription-quantitative PCR (RT-qPCR) on a QuantStudio version 6 instrument (Thermo Fisher Scientific), using the total RNA extracted for the CAGE library preparations and the ΔΔ*C_t_* method. The list of exon/exon junction spanning primers is available in Supplemental Data Set 11.

### CAGE library construction, filtering, and mapping

CAGE libraries were prepared as in Takahashi et al. (2012) from 5 µg of total RNA and sequenced on an Illumina HiSeq 2000 platform with 30% of Phi-X spike-ins. Filtering and mapping of CAGE libraries were processed as in Thieffry et al. (2020). Briefly, linker sequences were trimmed with FASTX Toolkit version 0.0.13 (http://hannonlab.cshl.edu), and only the first 25 nt were retained. Filtering for a minimum Phred (Phil’s Read Editor) score of Q30 in 50% of the bases was applied. Clean reads were mapped on TAIR10 with Bowtie version 1.1.2 (Langmead et al., 2009) and the 5′-ends of uniquely mapped reads were summed at single base pair resolution to obtain CAGE TSSs (CTSSs). CTSS coordinates were offset by 1 bp to account for the G-addition bias (Carninci et al., 2006).

### RNA-seq library construction and analysis

Purified RNA from samples that underwent 0, 10, 30, and 60 min of flg22 treatment were sent to Novogene, Hong Kong for preparation of polyDT-selected, unstranded, paired-end 150 bp library and sequencing on a Novaseq 6000 platform. Basecalling was conducted with Cassava (version 1.8). Adapters were trimmed with Cutadapt version 1.18 (Martin, 2011) and clean reads were mapped on the TAIR10 reference genome with HISAT2 (Kim et al., 2019) using default parameters and keeping only concordant paired alignments. Salmon (Patro et al., 2017) was used for transcript and gene quantification and digital counts were normalized to reads per kilobase million.

### Ribo-seq analyses

Ribo-seq datasets from Hsu et al. (2016), Xu et al. (2017), Bazin et al. (2017), and Yoo et al. (2020) were downloaded from the Gene Expression Omnibus (GEO). Following adapter removal with Cutadapt version 1.18 (Martin, 2011), clean reads were mapped on the TAIR10 reference genome using Bowtie (version 2.3.4.3) in local mode with default parameters. SAM alignment files were transformed into bigWig format and TPM-normalized. Full details of the Ribo-seq datasets are available in Supplemental Data Set 3.

### 5′-RNA ligase-mediated RACE

5′-ends of selected RNAs were isolated according to the instructions from the GeneRacer kit (Invitrogen, Waltham, MA, USA), with minor modifications. Briefly, 2 µg of total RNA was dephosphorylated (CIAP, Invitrogen), decapped (mRNA Decapping Enzyme, NEB Ipswich, MA USA) and ligated to the GeneRacer RNA adaptor (Integrated DNA Technologies) using T4 RNA ligase (Invitrogen). Ligated RNAs were reverse transcribed using RevertAid First Strand cDNA Synthesis kit (Invitrogen) and a reverse Gene-specific Primer (GSP). Next, 30 cycles of PCR were run with the GeneRacer 5′ primer and the GSP. Then, 0.5 µL of these reactions was used as a template for 30 cycles of nested PCR using the GeneRacer 5′-nested primer and a reverse GSP nested primer. Finally, 10 µL of the nested PCRs were loaded, separated, and visualized by ethidium bromide staining in a 1% agarose gel. The full list of RNA and DNA oligonucleotides used is listed in Supplemental Data Set 11.

### Cloning procedures

All DNA fragments were PCR amplified using Phusion High-Fidelity DNA Polymerase (New England Biolabs) and gel-purified with GeneJET gel extraction kit (ThermoFisher Scientific, Waltham, MA, USA). DNA fragments were cloned into pENTR/D (ThermoFisher Scientific). Sequences of all the recombinant plasmids were confirmed by Sanger sequencing. DNA fragments were subcloned into binary vectors (see below) using Gateway LR Clonase II Enzyme mix (Invitrogen). For cloning of the short- and long isoforms of GATA8, HPS70b, MEKK1, BAG6 (uORFs) and the long isoform of HSFA7A, cDNAs were prepared from mock or flg22-treated Arabidopsis seedlings with the RevertAid First-Strand cDNA Synthesis Kit (ThermoFisher Scientific) following the manufacturer’s instructions and using GSPs. LR reactions were used for subcloning all the isoforms into pGWB514 (C-terminal fusion with 3xHA). For cloning of PUS5 short- and long isoforms, DNA fragments were PCR amplified using Arabidopsis genomic DNA as a template. Both isoforms were subcloned into the pGWB505 binary vector to generate C-terminal fusions with eGFP. All primers used for cloning procedures are detailed in Supplemental Data Set 11.

### Construction and analysis of transgenic Arabidopsis lines

Arabidopsis transgenic lines were generated by transformation with *Agrobacterium tumefaciens* carrying the binary vectors by the standard floral dipping method (Clough and Bent, 1998). Transformants plants were selected into MS plates supplemented with hygromycin (40 μg mL^−1^). Plants were grown at 21°C with a photoperiod of 16-h light/8-h dark (long-day conditions). Presence of the recombinant protein (long HSFA7A-HA) was confirmed by immunoblot (Supplemental Figure S3).

### Transient expression in *N. benthamiana*

Transient expression assays in *N. benthamiana* were performed as described in Rufián et al. (2015) with minor modifications. Briefly, 2- to 3-week-old plants were inoculated with a solution containing 10- mM MES (Sigma), 10-mM MgCl_2_, 100-μM 3′,5′-dimethoxy-4′-hydroxyacetophenone (acetosyringone; Sigma), and the desired *Agrobacterium* carrying the binary vector (OD_600_ = 0.5). Samples were taken at 2 days post infiltration and analyzed by confocal microscopy or immunoblot.

### Confocal microscopy

*Nicotiana* *benthamiana* leaf discs transiently transformed with either *PUS5*(short)-*GFP* or *PUS5*(long)-*GFP* constructs were imaged with a Zeiss LSM700 confocal microscope. The GFP fluorophore was excited with a 488-nm laser, and emitted fluorescence was captured using the filter configuration pre-set for GFP in the Zeiss microscope software.

### Immunoblotting

Leaf tissue was frozen in liquid nitrogen and mechanically disrupted directly in Laemmli buffer (70 mM Tris–HCl pH 6.8, 10% glycerol, 100-mM DTT, 1% LDS, and 0.01% BPB), boiled 5 min and centrifuged 1 min at 14,000 rpm to remove tissue debris. For each experiment, fresh tissue was weighed prior to freezing to ensure that the same amounts were analyzed for each sample in the series. Proteins were separated by SDS–PAGE and transferred onto a nitrocellulose membrane (Amersham, GE Healthcare Life Science). Blocking was performed in a solution containing 1× PBS buffer, 5% skimmed milk, and 0.05% Tween-20 for 30 min at room temperature. Membranes were incubated with the primary antibody (anti-HA 12CA5, Sigma, 1:4,000 dilution, cat. no. 11583816001) at 4°C overnight. Membranes were washed three times with 1× PBS, 0.05% Tween-20 buffer and incubated with the (HRP)-conjugated secondary antibody (cat. no. A0168, Sigma) for 1 h at room temperature. HRP activity was detected by enhanced chemiluminescence.

### RNA gel blot

Ten micrograms of total RNA extracted from *N. benthamiana* leaves were dissolved in loading buffer (1× HEPES [20-mM HEPES, 1-mM EDTA, and 17-mM KOH, pH 7.8], 45% formamide, 16% formaldehyde, 16% ethidium bromide, and bromophenol blue) and denatured by incubation for 5 min at 95°C. RNA was run in a 1% agarose gel prepared with 16% formaldehyde 1× HEPES buffer for 3 h and transferred onto a nylon membrane (Amersham Hybond-NX, GE Healthcare Life Sciences) by capillary flow in the presence of 20× SSC buffer (3-M NaCl and 300-mM sodium citrate, pH 7.0). After UV-crosslinking (Stratalinker UV 1800, Stratagene), membranes were incubated in PerfectHyb Plus Hybridization buffer (Sigma-Aldrich) at 42°C for 1 h. A ^32^P-radio-labeled probe was synthesized using the Prime-a-Gene kit (Promega, Madison, WI, USA) with an HA-NOST PCR fragment as template (see Supplemental Data Set 11 for primer sequences), and hybridized to membranes overnight at 42°C with gentle rotation in the same buffer. After hybridization, membranes were washed with 2× SSC, 2% SDS at 42°C (three washes of 10 min). Signal was detected by exposure to a phosphoimager screen (TyphoonTM FLA 7000, GE Healthcare Life Science).

### Analysis of CAGE tag clusters

Most of CAGE data analyses were conducted with the CAGEfightR version 1.2 package (Thodberg et al., 2019), as described in Thieffry et al. (2020). CTSSs (genomic 5′-end positions supported by CAGE tags) with at least one count in a minimum of three libraries were retained. CAGE TCs were generated by neighbor-clustering of CTSSs from the same strand with a maximum distance of 20 bp. Following quantification, CAGE TCs were further filtered for a minimum of 1 TPM in at least three libraries (the smallest group size in our experiment). Position of the highest signal within a TC defined the TC peak. Principal component analysis was conducted on CAGE TCs using the scaled and centered TPM-normalized expression across libraries. CAGE TCs were annotated on the basis of the position of their peak signal against a hierarchical annotation (see Figure 2B, right) constructed from TAIR10 (TxDb.Athaliana.BioMart.plantsmart28, Bioconductor). Analysis of fractional CAGE TC usage within genes was conducted as in Xu et al. (2019), where TCs in a multi-TC gene were assigned a rank according to the degree of their contribution to their cognate gene total expression (rank 1: most contributing TC, rank 2: second most contributing TC, and so forth). Only ranks 1–4 were shown. Simpson index of CAGE TC diversity within genes was computed with the *diversity* function from the *vegan* R package (https://github.com/vegandevs/vegan). Enhancer candidates were identified with the *clusterBidirectionally* function from CAGEfightR, using a window size of 500 bp and balance threshold of 0.95 (Bhattacharyya coefficient). Further requirements for the final set of enhancer candidates were (1) a bidirectional CAGE signal existing in three or more samples, (2) overlapping with TAIR10 intergenic or intronic regions based on enhancer candidate midpoint, and (3) found in nuclear chromosomes (Chr I–V).

### GO enrichment

Gene set enrichment analyses were conducted with the gProfileR package (Reimand et al., 2007), using all detected genes as background, and correcting resulting *P*-values for multiple testing with the Benjamini–Hochberg method (Benjamini et al., 2001).

### Alternative TSSs and differential TC usage

All analyses relative to alternative TSSs used intragenic CAGE TCs contributing at least 10% to the total expression of their host gene in at least three libraries. Cases of DTU in the flg22 time course were determined with the *diffSplice*/*topSplice* functions from the limma package (Ritchie et al., 2015), testing for a difference of log_2_(FC) of each TC compared to the average log_2_(FC) of all other TCs within the same gene (*t* test). A minimum effect size of 2 in at least one time course comparison was required, and *P*-values were corrected for multiple testing with the Benjamini–Hochberg method (Benjamini et al., 2001).

### Disruption of protein domains

The catalog of protein domains for *A.* *thaliana* was downloaded from TAIR10 official website (www.arabidopsis.org). The positions of amino acids were mapped back to the reference genome with the *pmapFromTranscripts* function from the GenomicFeatures Bioconductor package (Lawrence et al., 2013). Sense CAGE TCs falling within a protein domain or located downstream of a domain within the same gene were defined as domain disruptive, using TC peak as reference position.

### Target peptide analysis

Amino acid sequences of all TAIR10 proteins were retrieved from www.arabidopsis.org and scanned with SignalP version 5.0 and TargetP version 2.0 (Almagro Armenteros et al., 2019) to identify localization signals in the 5′-end. Position of the predicted cleavage site was multiplied by three and mapped back in genomic space. First, loss of localization signal was assessed by considering CAGE TC peaks located within or downstream predicted signal peptides. In a second time, identification of relative TSS switches leading to inclusion or exclusion of a signal peptide was considered on the basis of detected DTUs (see above).

### uORF analysis

The set of *A.* *thaliana* uORFs was obtained from Kurihara et al. (2018). After duplication and removal of inconsistent entries, uORF regions were mapped into genomic space. CAGE TCs within or downstream of uORFs were selected on the basis of their TC peak location. The only exception to this procedure were the uORFs in the *MEKK1* gene which were not contained in the Kurihara et al. (2018) dataset and which were identified by manual sequence scanning.

### Differential expression analyses and clustering

Differential expression analysis was carried out with the *edgeR* (Robinson et al., 2010; McCarthy et al., 2012) and *limma* (Ritchie et al., 2015) Bioconductor packages. Counts were modeled using ∼ genotype * timepoint, to capture the effects of the exosome mutants (*genotype*), the time course (*timepoint)*, and their interaction. The same analysis was executed at gene level, where TC counts were aggregated when belonging to the same gene. DEGs in the flg22 induction were selected for hierarchical clustering (with clustering method: *complete*, and clustering distance: *correlation*) on the basis of the normalized expression from the wt samples, and visualized with the *pheatmap* R package (https://github.com/raivokolde/pheatmap).

### TFs and enrichment of binding sites

AGRIS AtTFDB (Palaniswamy et al., 2006) database was used to identify genes encoding TFs in our experiment on the basis of Arabidopsis Genome Initiative gene identification numbers. The position weight matrices (PWM) of each TF-encoding gene found in the flg22-responsive cluster 5 was recovered from JASPAR Plantae CORE database (Fornes et al., 2020). When no specific PWM was available, the protein sequence of the TF was used for JASPAR profile inference. A list of matrix identification numbers is available in Supplemental Data Set 9. Promoter regions, defined as the 500-bp stretch upstream of the closest CAGE TC peak to each annotated TAIR10 TSS, were scanned for TF motif matches with Find Individual Motif Occurrences (Grant et al., 2011), requiring a minimum similarity of 70%. Finally, for each TF in cluster 5, the genome-wide average number of matches within promoters was used as the background frequency to obtain the enrichment ratio in promoters of each DEG cluster. The resulting binding enrichments were visualized as hierarchically clustered heatmaps.

### Accession numbers

CAGE libraries and processed files are available on the GEO database (www.ncbi.nlm.nih.gov/geo) under accessions GSE136356 and GSE143590. RNA-seq libraries and processed files are available under accession GSE144356. CAGE TCs and CAGE signals for all libraries are available on the online JBrowse of www.arabidopsis.org, as well as R scripts via GitHub: https://github.com/athieffry/Thieffry_et_al_2021.

## Supplemental data 

The following materials are available in the online version of this article.

**Supplemental Figure S1.** PTI response marker genes in flg22 induction and DEGs (supports Figure 1).

**Supplemental Figure S2.** CAGE signal in *hen2-4* mutant for our examples of alternative TSS usage (supports Figures 3–6).

**Supplemental Figure S3.** Detection of the constitutively expressed HSFA7A-3xHA long isoform in Arabidopsis transgenic lines (supports Figure 3D).

**Supplemental Figure S4.** Subcellular localization of short and long forms of PUS5-GFP (supports Figure 5, extended version of Figure 5C).

**Supplemental Figure S5.** Complete immunoblots and RNA gel blots for GATA8, BAG6, HSP70b, and MEKK1 (supports Figure 6D).

**Supplemental Figure S6.** mRNA-seq signal for examples of alternative TSS usage discussed in detail (supports Figures 3–6).

**Supplemental Figure S7.** Validation of CAGE-defined expression clusters by RNA-seq (supports Figure 8).

**Supplemental Figure S8.** C5 TF binding sites in promoters of DEGs belonging to all clusters in the flg22 time course (supports Figure 9).

**Supplemental Data Set 1.** CAGE TCs.

**Supplemental Data Set 2.** Differential expression analyses.

**Supplemental Data Set 3.** Ribo-seq datasets.

**Supplemental Data Set 4.** CAGE TC switches.

**Supplemental Data Set 5.** Protein domains.

**Supplemental Data Set 6.** Localization signals.

**Supplemental Data Set 7.** uORFs.

**Supplemental Data Set 8.** Enhancer candidates.

**Supplemental Data Set 9.** DEG clusters.

**Supplemental Data Set 10.** JASPAR matrices.

**Supplemental Data Set 11.** Oligonucleotides.

## Supplementary Material

koac108_Supplementary_Data Click here for additional data file.

# Supplementary material for: PAMP-triggered genetic reprogramming involves widespread alternative transcription initiation and an immediate transcription factor wave
**Source:** Plant Cell. 2022 Apr 11;34(7):2615–37. doi: 10.1093/plcell/koac108
**Supplement:** koac108_Supplementary_Data

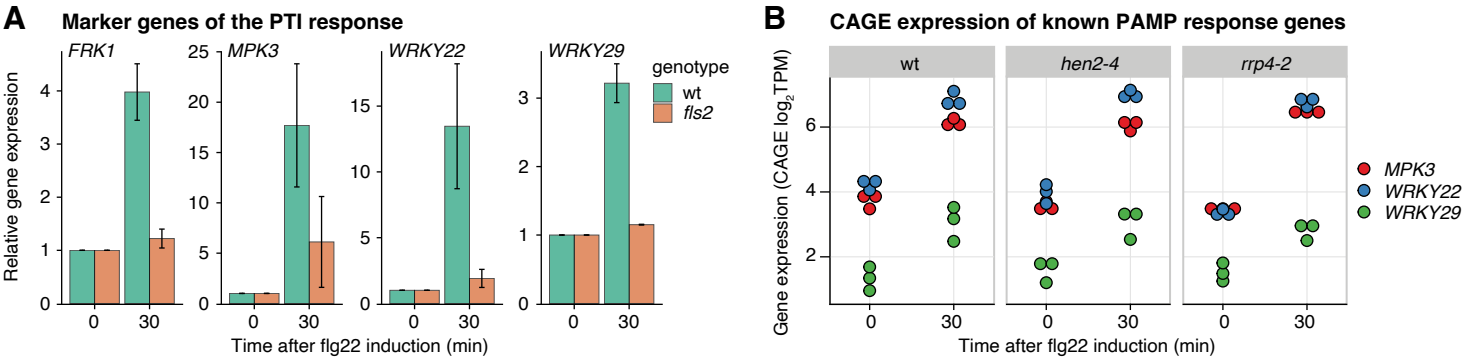

**Supplemental Figure S1.** PTI response marker genes in flg22 induction and DEGs (supports Figure 1).  
**(A)** Relative expression of *FRK1* (At2g19190), *MPK3* (At3g45640), *WRKY22* (At4g01250), and *WRKY29* (At4g23550) as measured by real-time polymerase chain reaction at 0 and 30 minutes after flg22 treatment (X-axis). The Y-axis shows expression relative to time point zero. Colors indicate genetic backgrounds and error bars indicate standard deviation.  
**(B)** CAGE expression of PAMP-response genes. X-axis shows time after flg22-induction, in minutes. Y-axis is the normalized CAGE expression in transcripts per millions (TPM), on log<sub>2</sub> scale. Colors indicate genes and panels separate genotypes.

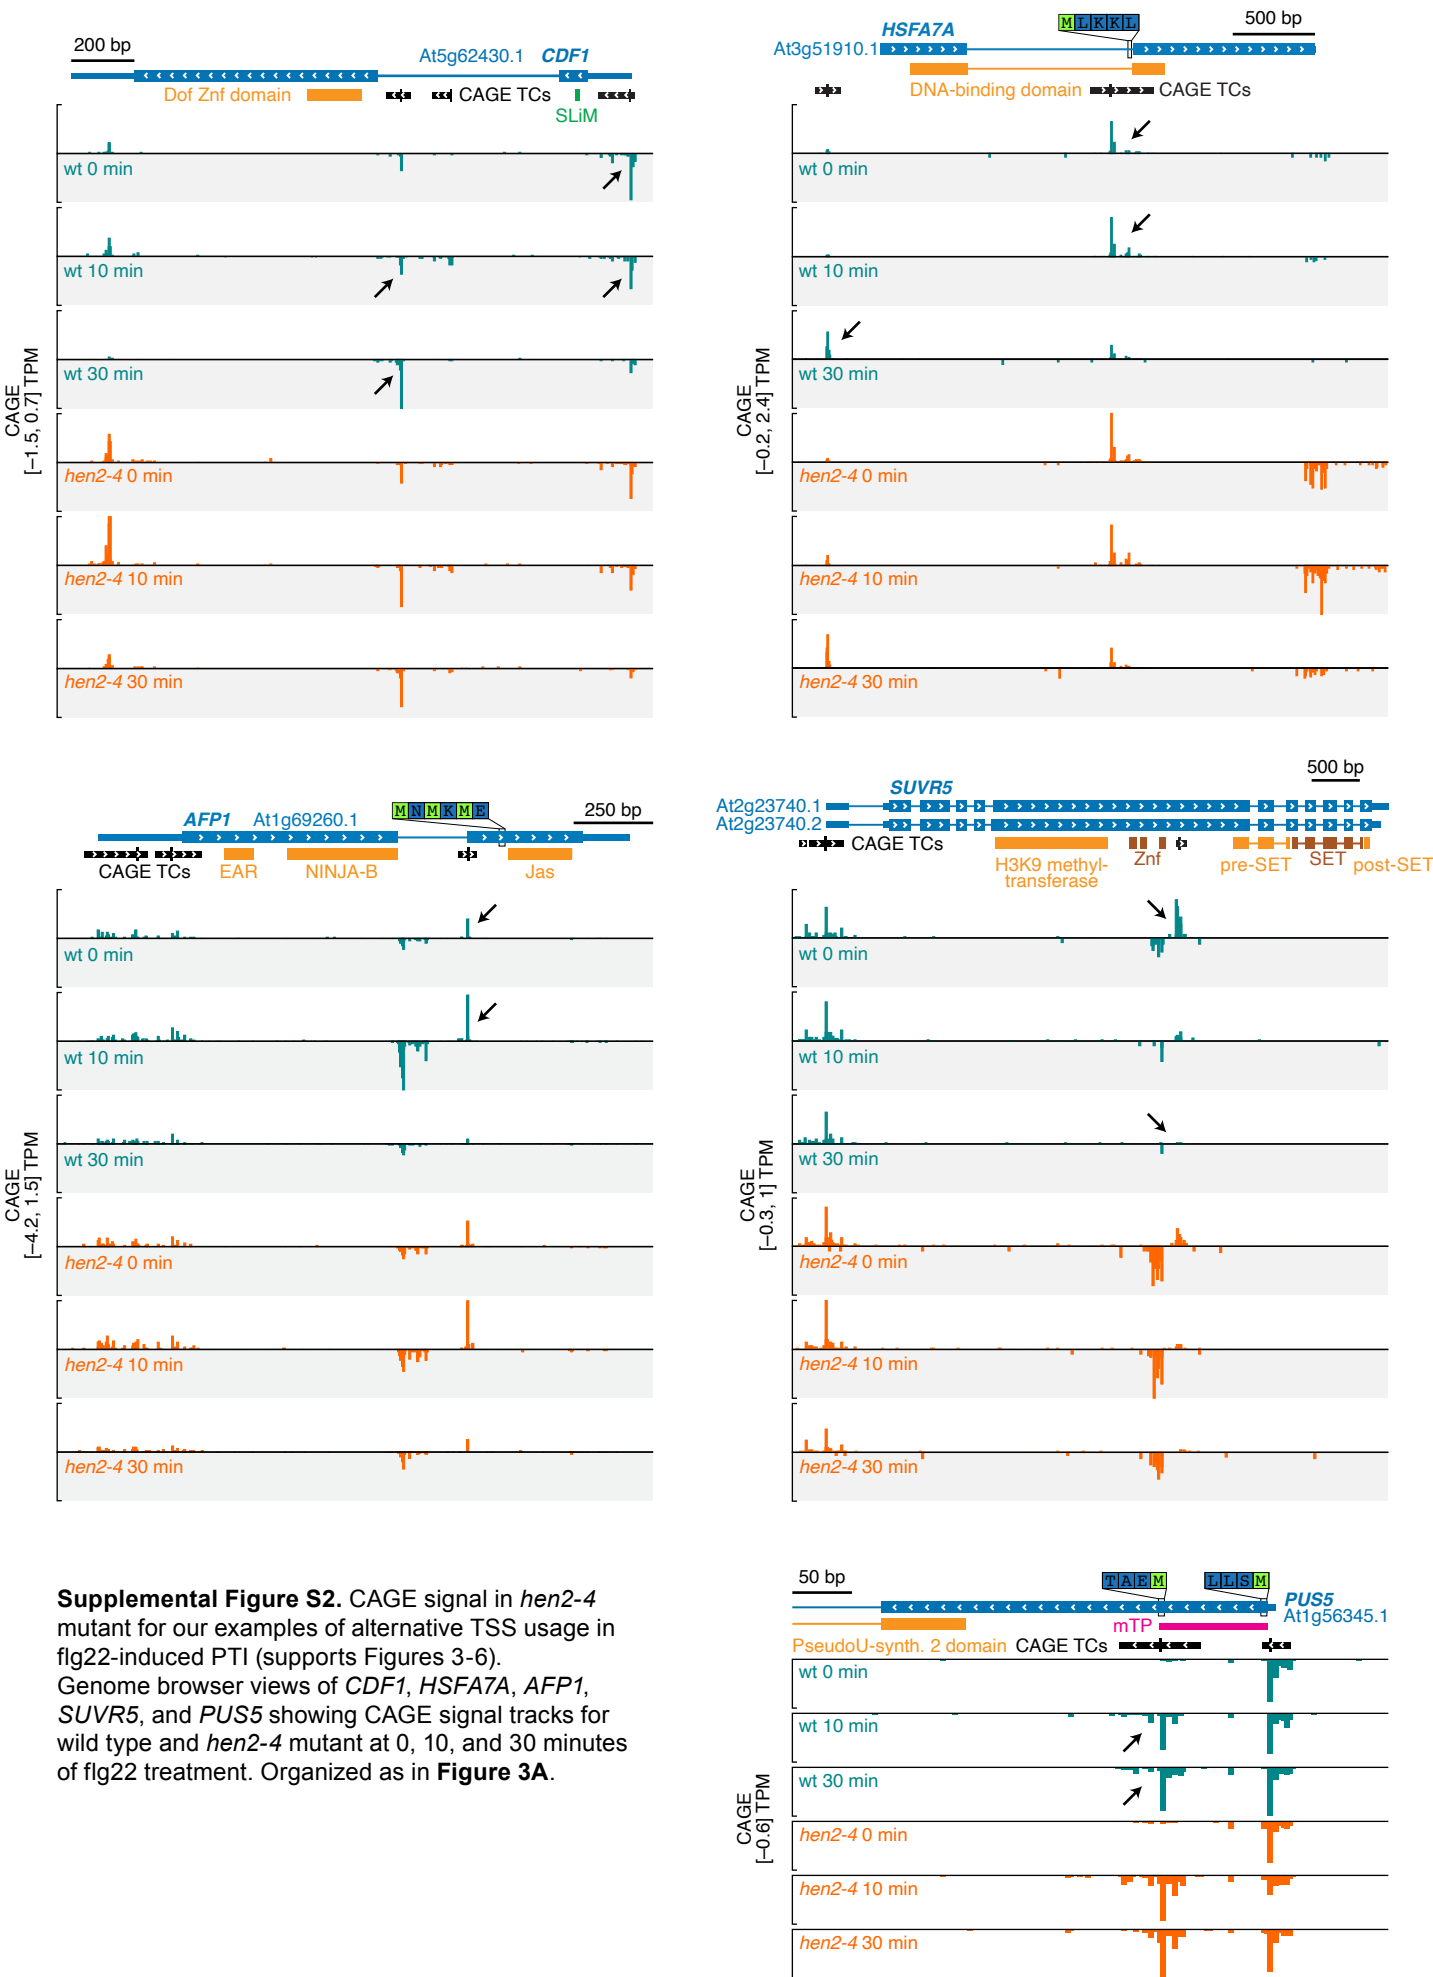

**Supplemental Figure S2.** CAGE signal in *hen2-4* mutant for our examples of alternative TSS usage in flg22-induced PTI (supports Figures 3-6). Genome browser views of *CDF1*, *HSFA7A*, *AFP1*, *SUVR5*, and *PUS5* showing CAGE signal tracks for wild type and *hen2-4* mutant at 0, 10, and 30 minutes of flg22 treatment. Organized as in **Figure 3A**.

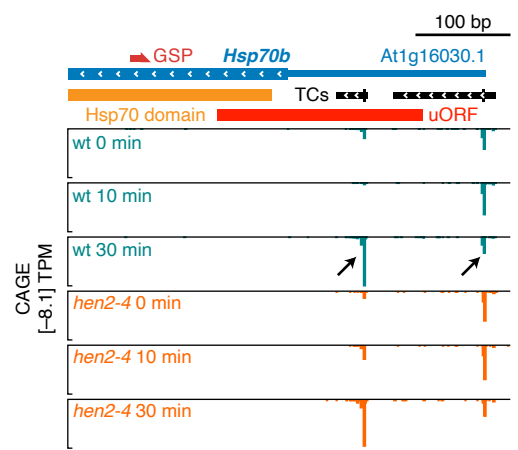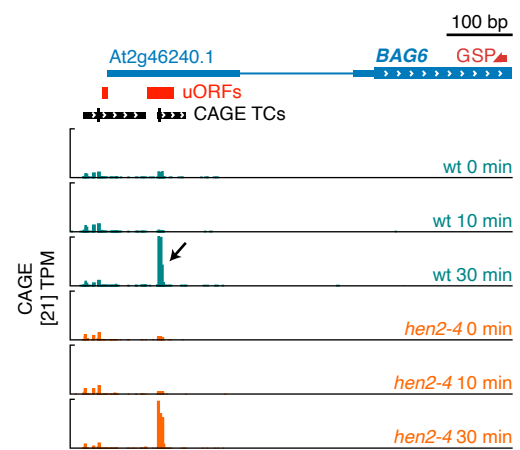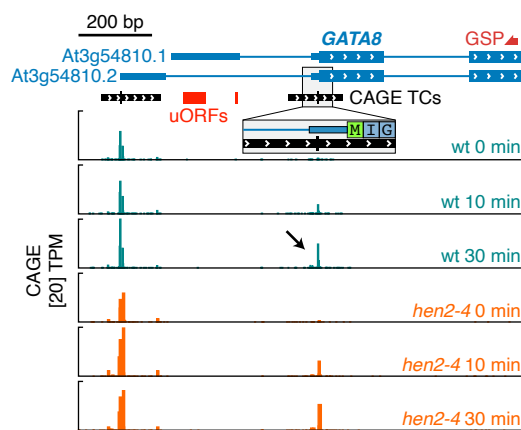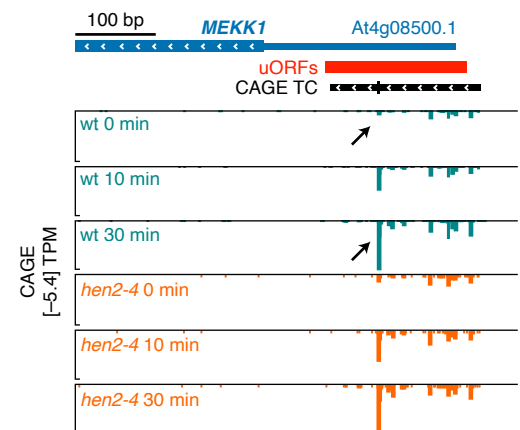

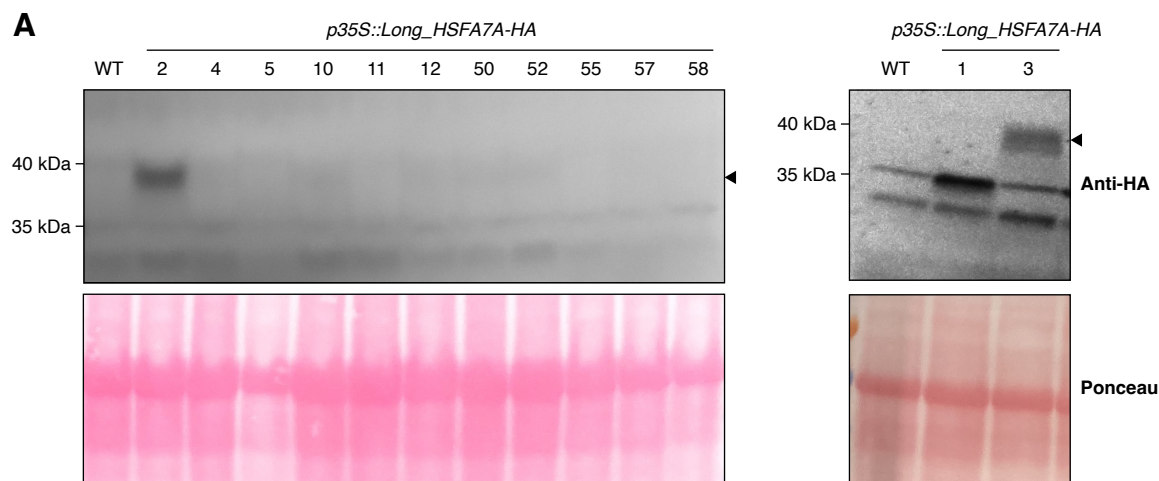

**Supplemental Figure S3.** Detection of the constitutively expressed *HSFA7A*-3xHA long isoform in Arabidopsis transgenic lines (supports Figure 3D).

Immunoblot of protein extracts prepared from independent transgenic lines transformed with the *p35S-HSFA7A(long)*-3xHA construct. The two lines (#2 and #3) showing detectable *HSFA7A*-3xHA expression were the only ones showing the slow growth phenotype giving rise to small rosettes, as shown in **Figure 3D**.

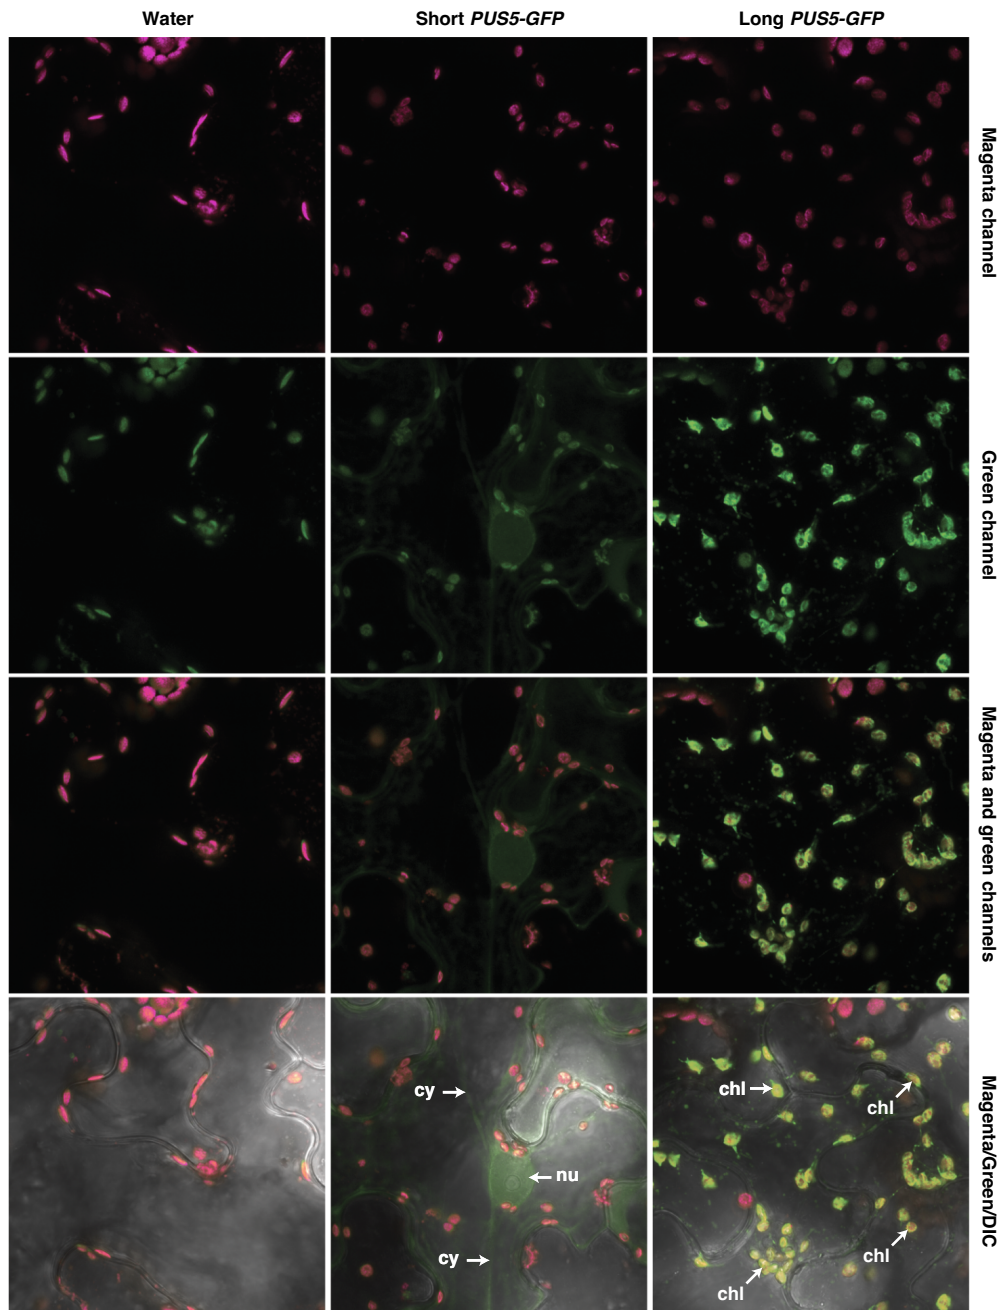

**Supplemental Figure S4.** Subcellular localization of short and long forms of PUS5-GFP (supports Figure 5, extended version of Figure 5C).

Confocal microscopy images of *Nicotiana benthamiana* leaf discs infiltrated with either water (mock, negative control), or with *Agrobacterium* harboring binary plasmids with short or long isoforms of *PUS5* fused to *GFP*. Each column shown the same leaf area imaged in different ways. First row (from the top): magenta channel showing chlorophyll autofluorescence, thereby identifying chloroplasts. Second row: green channel showing both GFP and (weak) green autofluorescence. Autofluorescence can be identified as green signal appearing in the mock-treated negative control. It is to be noted that (i) we did not find one instance of green signal appearing in the nucleus or cytoplasm in mock-treated leaf discs, (ii) the green signal in chloroplasts obtained the long form of PUS5-GFP was substantially more intense than that obtained in mock-treated leaf discs. Third row: overlay of signal obtained in magenta and green channels. Fourth row: an overlay of magenta/green channels on a differential interference contrast (DIC) microscopy image of the same area. Nu, nucleus; cy, cytoplasm; chl, chloroplast.

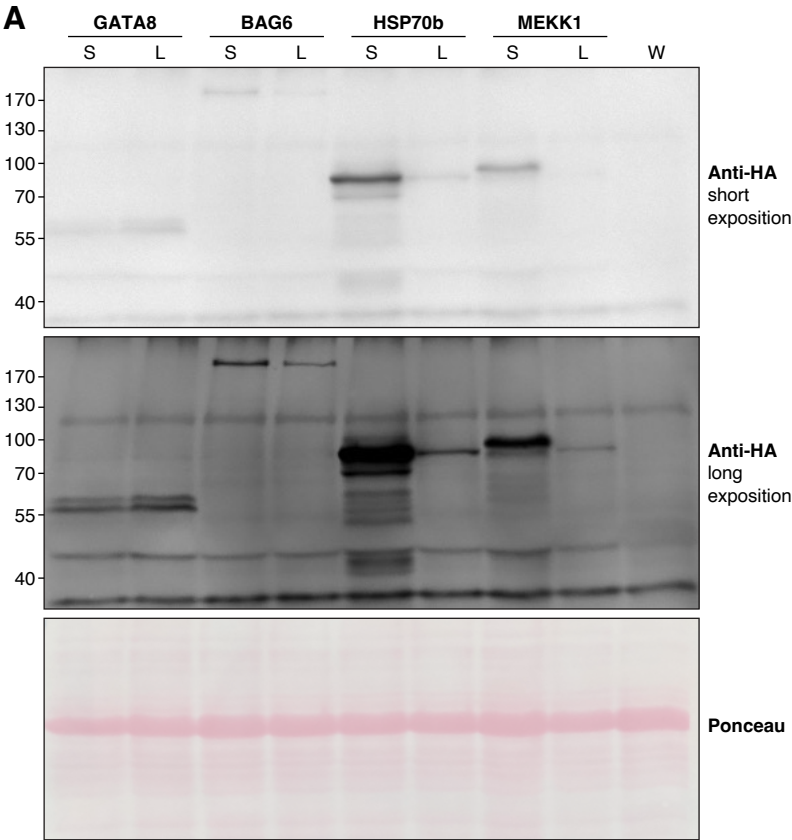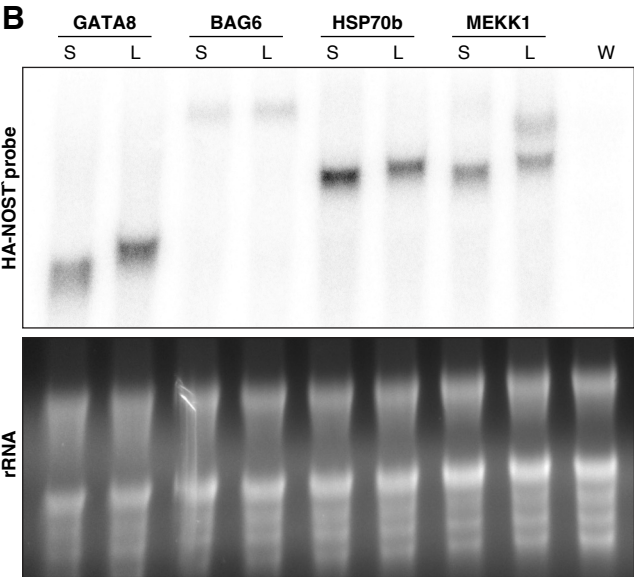

**Supplemental Figure S5.** Complete Immuno- and RNA gel blots for GATA8, BAG6, HSP70b, and MEKK1 (supports Figure 6D). Uncut immuno- and RNA gel blots of HSP70b, BAG6, MEKK1, and GATA8 long (L) and short (S) isoforms transiently expressed in *N. benthamiana* leaves (see Methods). Organized as in **Figure 6D**.

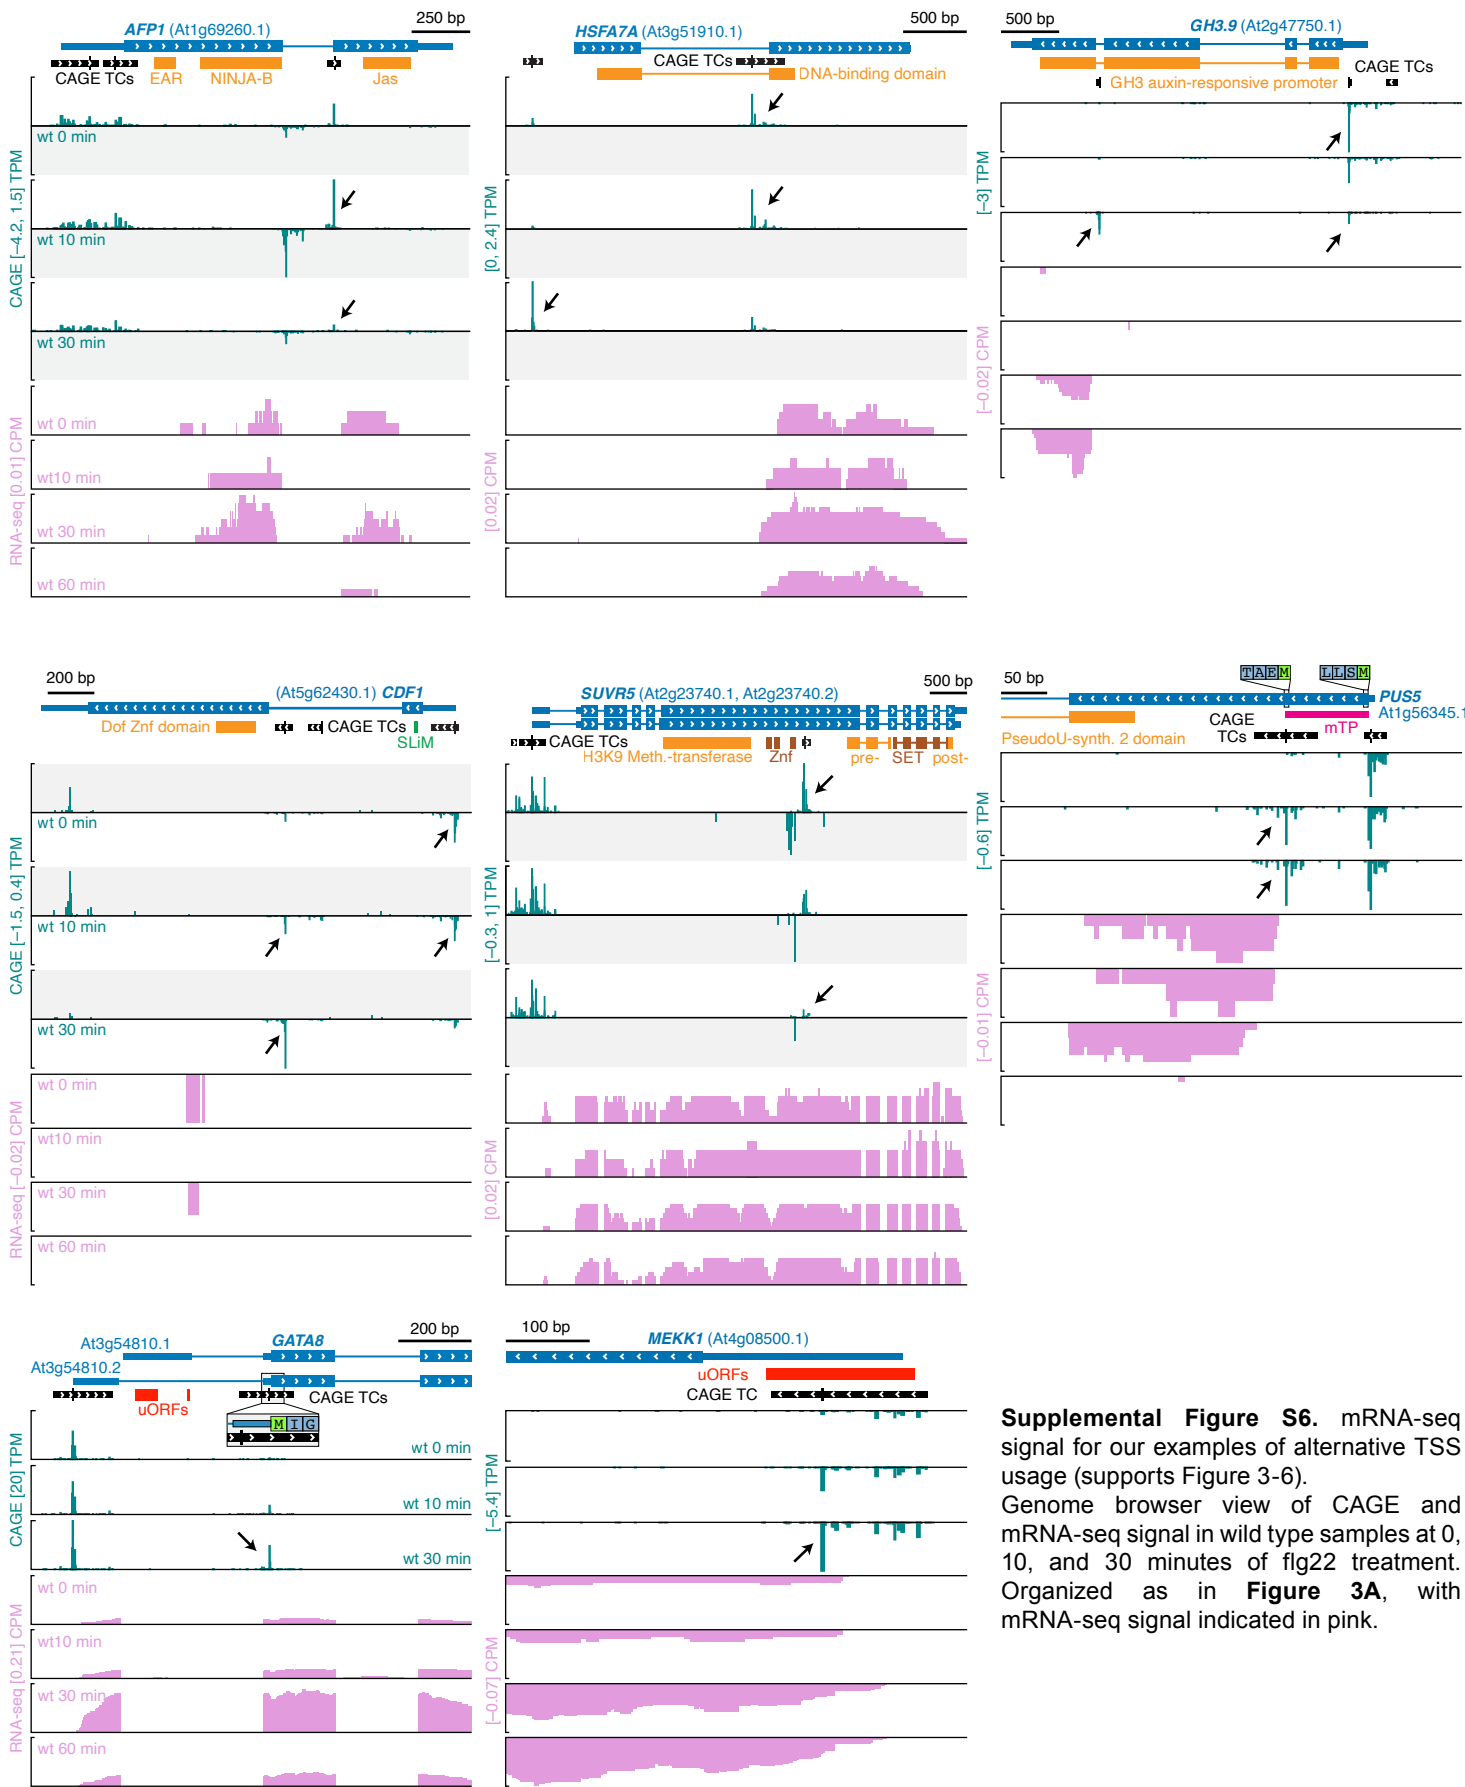

**Supplemental Figure S6.** mRNA-seq signal for our examples of alternative TSS usage (supports Figure 3-6). Genome browser view of CAGE and mRNA-seq signal in wild type samples at 0, 10, and 30 minutes of flg22 treatment. Organized as in **Figure 3A**, with mRNA-seq signal indicated in pink.

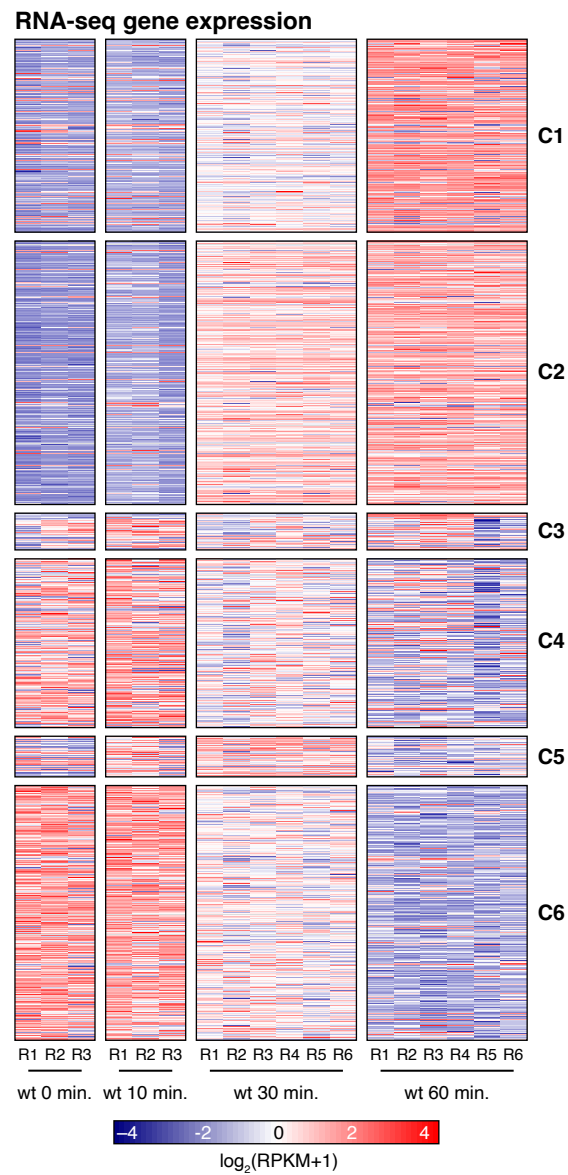

**Supplemental Figure S7.** Validation of CAGE-defined gene expression clusters by mRNA-seq (supports Figure 8). Heatmap of gene expression for wild type samples treated with flg22 peptide for 0, 10, 30, and 60 minutes, as measured by RNA sequencing. Rows represent genes. Vertical ordering of genes and clusters are defined by the clustering of CAGE data in **Figure 8A**. Columns show the replicates at the indicated time points. Colors reflect log-transformed RPKM expression with a pseudo-count of 1. C1-C6 labels to the right refer to CAGE-defined DEG clusters from **Figure 8A**.

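A pseudo-count of 1 compresses the changes of genes with low RPKM. With a pseudo-count of 0.1, the mean change of C1 was 1.33 at 30 min and 2.19 at 60 min, that of C2 was 2.30 and 2.57, and that of C6 was -0.50 and -1.07. C5 reached 0.85 at 30 min on this scale. With the deposited TPM in place of RPKM, C5 stood at 0.70 at 30 min and -0.0062 at 60 min. The mean of a cluster can also be carried by part of its genes. In C5, the change of the median gene was 0.15 at 10 min, 0.086 at 30 min, and -0.24 at 60 min on log2(RPKM + 1). On TMM-scaled CPM it was 0.12, 0.20, and -0.042. Its level at 60 min and its order of 10 and 30 min thus depend on the scaling. In C1, the median gene changed by 0.94 at 30 min and 1.84 at 60 min on log2(RPKM + 1).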

## Supplemental Figure S8

Supplemental Data. Thieffry et al. (2022). Plant Cell.

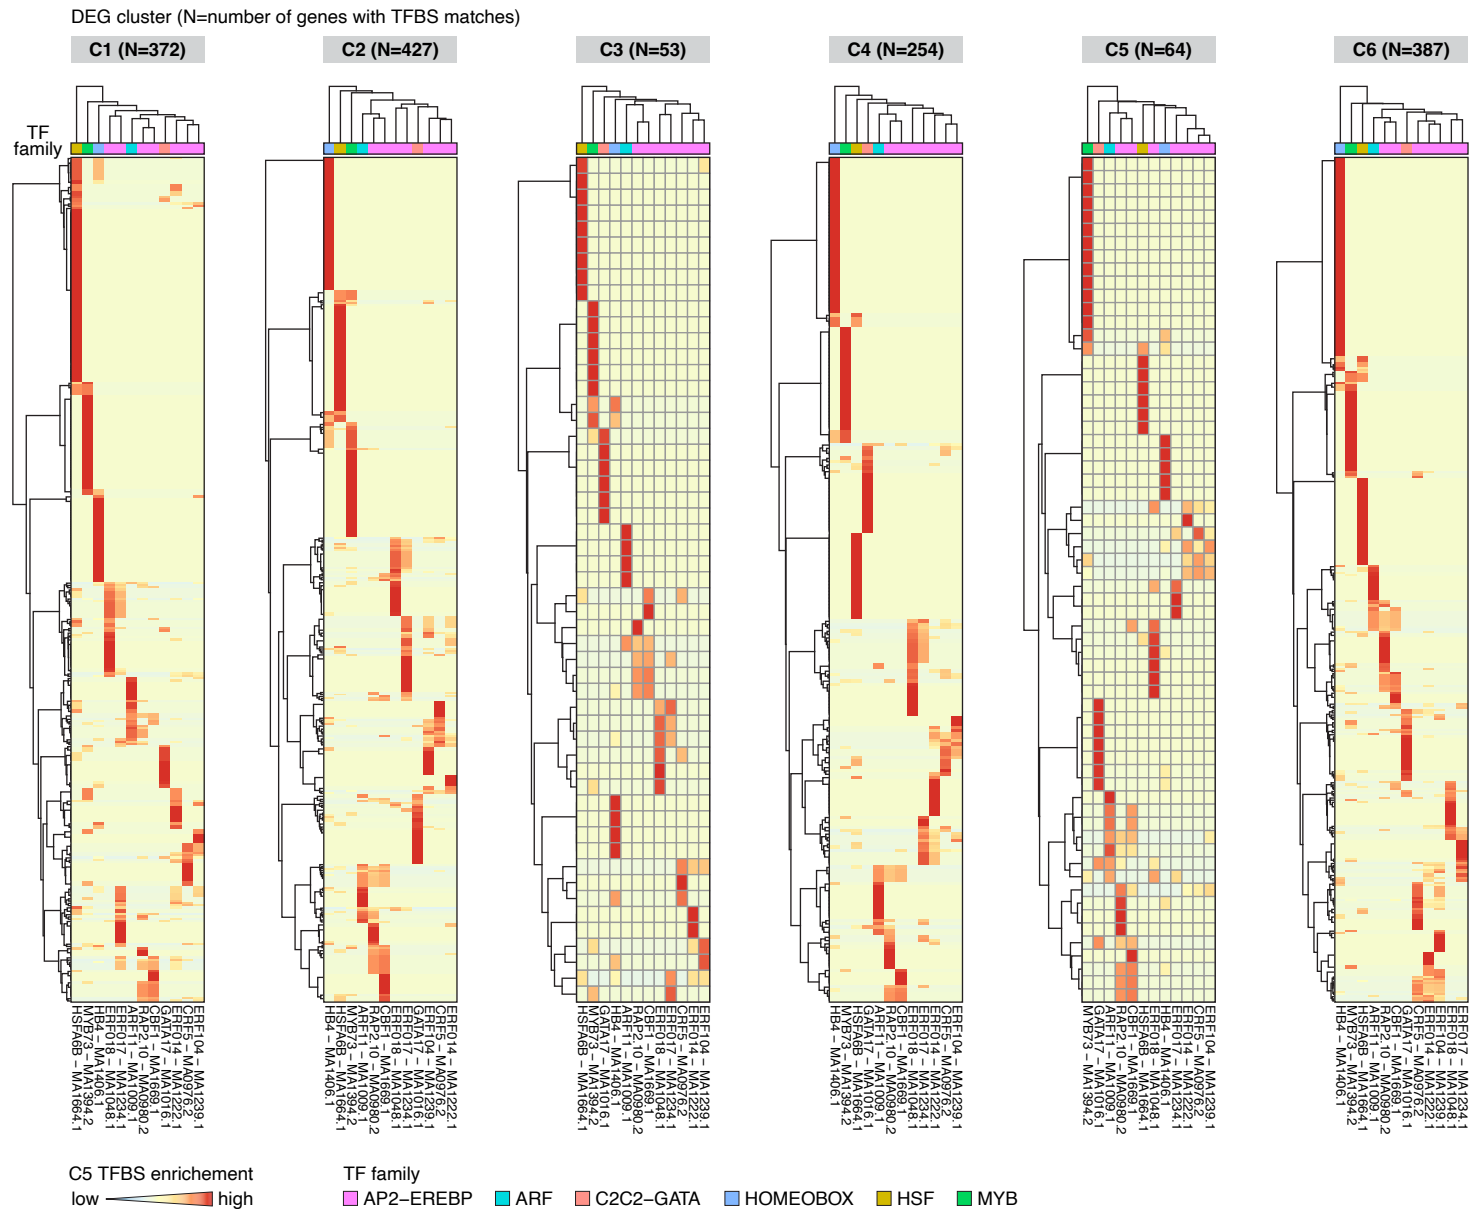

**Supplemental Figure S8.** C5 transcription factors binding sites in promoter of flg22 time course cluster DEGs (supports Figure 9). Enrichment of cluster 5 transcription factor binding sites in the promoter regions of genes responding to the flg22 time course. Organized as in **Figure 9C**, for each individual DEG cluster from **Figure 8A**.

How the deposited data were processed for this re-analysis (not part of the article)

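RNA-seq was analysed for pools of 10 wild-type Col-0 seedlings of 14 days at 0 min (3 libraries), 10 min (3 libraries), 30 min (6 libraries), and 60 min (6 libraries) of 3.3 µM flg22 in 0.77% DMSO, 18 libraries in all, which carry batch label 1. The 0 min libraries served as reference for the later time points, and DMSO was not separated from flg22 in these comparisons. CAGE, 5′-RACE, and RT-qPCR were not analysed here.

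The authors trimmed adapters, mapped the reads on TAIR10 with HISAT2, and quantified transcripts with Salmon. For each transcript the deposited files give estimated counts, which need not be whole, and TPM. The authors also normalized counts to RPKM; the RPKM values used here were recomputed from the deposited estimated counts. Transcript counts were summed to genes and rounded. Of the 32753 genes, 32048 (97.8%) matched an entry of the TAIR10.1 reference and 705 did not; gene names and coordinates come from that reference. The numbering was checked with the paper's CAGE tag clusters, of which 510 of 510 lay within 500 bases of the gene of the same identifier. Salmon divides reads among near-identical transcripts, so that values of close paralogs, such as CBF1 and CBF2 or CYP82C3, are uncertain. The same holds for overlapping genes, since the libraries were unstranded.

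Between 18779717 and 32192430 reads were estimated per library (median 22405465), with 23081 to 24120 genes at 1 read or more. Libraries of one time point were compared in 36 pairs to look for repeat deposits of a library. Each pair differed by more than sampling noise (chi-square per gene between 6.58 and 42.8), and each library was counted as 1 replicate.

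Counts were tested with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F test) in R 4.3.3, in 1 fit with 4 time groups and 5 comparisons. Calls needed a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. Standard errors were computed as the size of the log2 fold change divided by the square root of the F statistic. The paper's text names no test for its RNA-seq, so the thresholds that it states for CAGE were used. The C5 list was tested with camera in limma 3.58.1. Cluster changes were given without a test, because the sheet of clusters was used in part (1998 of 3207 entries). Permutation tests used 100000 permutations, or all arrangements where groups were small. Tables and the plot were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9.

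The steps were tested on simulated data with 200 changed genes per comparison, drawn from the means and library sizes of the real genes. At 10 versus 0 min, 92.5% of the changed genes were recovered in the right direction with 2 false calls, at 30 versus 0 min 93.5% with 2, at 60 versus 0 min 97% with 4, at 30 versus 10 min 95% with 2, and at 60 versus 30 min 97% with 0, over 21234 to 21256 genes. At 10 versus 0 min, a simulated list of 136 genes raised by 0.5 was called up by camera and an unchanged list of the same size was not called. The changed genes had log2 fold changes above 1 in size, alike in each library of a group, and genes were drawn independently. No simulated library lacked the response as replicate 3 at 10 min did. These recoveries thus do not measure how reliable the real calls at 10 versus 0 min are.

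The grouping of libraries, the tests, the rule for naming genes, and the alternatives were chosen before the data were examined. Chosen after results had been seen were the tests of transcript percentages of GATA8 and SUVR5 (the latter not reported, as its listed transcripts cannot show the change of TSS), the matching of genes by fold change at 30 min, the tests of library depth, the tests of replicate 3 at 10 min and of gene structure without it, the comparison of all intronless genes with all genes with introns, the rank rule for simulated overlaps, and the exact tests of C5 and clock list means per library; for the clock lists, camera had been planned. The genes named are those that the paper's text names with an identifier as PTI markers, as examples of TSS change, or as C5 or C2 transcription factors. Added to them, among called genes with a mean of at least 5 CPM in the higher group and no overlap between the libraries of both groups, are the 5 with the largest rise and the 5 with the largest fall at 60 versus 0 min and the 3 with the largest rise at 10 versus 0 min. The paper's CAGE values of the C5 genes had been seen when the rule was written. The alternatives were DESeq2 size factors, library size only, DESeq2 1.42.0 and limma-voom as other tools, no filter on low counts or a filter of 50 counts in 3 libraries, no minimum fold change, fits of only the groups compared or of replicates 1 to 3, counts thinned to the smallest total, a replicate block, an offset for transcript length, other set tests, the C5 list with the genes that the paper re-attributed to it, and another pseudocount, unit, scaling, and filter for the clusters. Each library was also left out in turn.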

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

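The tests of library depth in this part were chosen after the results had been seen. In groups of 6 libraries, the gap between the outermost library and its neighbour was set against the group's range with Dixon's test. Of 120 groups tested, 11 exceeded the critical value, where chance gives about 1 in 20, or 6.

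Replicate 4 at 30 min had 32192430 estimated reads, above the next library at 26093625. With counts thinned to the smallest total, 1910 genes were called up at 30 versus 0 min in place of 1940. No biological explanation was tested.

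Replicate 1 at 30 min was below the other 30 min libraries in normalized CPM of 5 genes that rose at 30 min: WRKY22 stood at 199.5 (next 252), AFP1 at 4.66 (next 5.23), AT4G22030 at 24.4 (next 34.0), AT3G10930 at 246 (next 289.5), and RHL41 at 324 (next 386). Over 2228 genes that changed by 30 min, chosen without the 10 min libraries, and after thinning all libraries to 1 total, it reached 92.5% of the mean 30 min change, against 99.9% to 104% in the other 30 min libraries, and its total was not the smallest, which argues against depth. A slightly weaker or later response of this pool may be behind the pattern, which was not tested separately.

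Replicate 5 at 60 min was highest for 3 genes: HSFA3 stood at 7.96 normalized CPM (next 5.67), AT4G38860 at 0.436 (next 0.147; 8 reads), and AT4G38840 at 1.15 (next 0.491; 21 reads). Replicate 1 at 60 min was highest for CBF2 at 1.23 (next 0.637; 25 reads) and CIPK20 at 0.392 (next 0.175; 8 reads). Of the 60 min libraries, 3 had a smaller total than replicate 5 and 4 a smaller total than replicate 1. These totals cannot decide whether depth plays a part, because normalized CPM is already scaled by library total. Counting error on so few reads stays open for all of these genes but HSFA3, as do reads divided between CBF2 and its neighbour CBF1. No biological explanation was tested.

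Among genes outside those that the paper discusses, the 5 with the largest rise at 60 versus 0 min that met the naming rule were nearly silent at 0 min. AT2G31345, AT4G22030, and AT4G04480 had 0 reads in each 0 min library and reached means of 65.8, 58.2, and 55.0 normalized CPM at 60 min, at least 530.1-, 469-, and 443-fold higher than a floor of 3 counts per library (0.124 CPM). CYP82C3, with 0 to 3 reads per library at 0 min, reached 452 normalized CPM, and AT3G12910, with 0 to 2, reached 176. The count of genes called up at 60 versus 0 min was reached in 1 of 84 groupings of the libraries, the real one, so chance can be excluded for the count. The response to flg22 is a candidate explanation, but handling, time of day, and DMSO were not separated from the peptide. Reads from paralogs stay open for CYP82C3. None of these explanations was tested for these genes.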

How the results depend on the processing

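None of the alternatives here was added after the results were seen. The counts of genes called up at 30 versus 0 min and 60 versus 0 min stayed within 1.5 times under each alternative but the one without a minimum fold change, and between 1892 and 1977 and between 2883 and 3007 with each library left out in turn. The causes of the changes below were not tested, except where fewer libraries or genes entered.

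The calls at 10 versus 0 min moved most. Against 134 up and 5 down, DESeq2 called 217 up and 17 down, limma-voom 4 up, a fit of only the libraries of both groups 3 up and 3 down, and a fit of replicates 1 to 3 called 3 up and 2 down. The 54 genes called up at 10 min and down from 30 to 60 min became 2, 1, and 0 in the last 3 of these. With 1 library left out, 1 to 256 genes were called up, 1 to 14 down, and 0 to 81 in both. Without replicate 3 at 10 min, 256 were called up, 1 without replicate 2, and 46 up without replicate 1, with 14 down; without replicates 1, 2, and 3 at 0 min it was 1, 21, and 49 up.

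Same-numbered libraries of different time points did not deviate together from their group means: the correlations of their deviations across genes lay between -0.188 and 0.208, and the libraries were taken to share only a number. With the number as a replicate block, 15 genes were called up at 10 versus 0 min, 7 of them also down from 30 to 60 min.

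With library size only, the genes called down were 477 at 30 versus 0 min, 2365 at 60 versus 0 min, and 550 at 30 versus 10 min, in place of 306, 1363, and 299. The stricter filter on low counts left fewer genes and called 192 down at 30 versus 0 min and 181 at 30 versus 10 min. Without a minimum fold change, the genes called up and down were 226 and 55 at 10 versus 0 min, 3883 and 2956 at 30 versus 0 min, 6022 and 6106 at 60 versus 0 min, 3967 and 3072 at 30 versus 10 min, and 5009 and 5261 at 60 versus 30 min, with 102 up at 10 min and 716 up at 30 min that fell from 30 to 60 min.

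The camera call of C5 at 30 versus 0 min was lost with the estimated correlation (median 0.22, limma adjusted p = 0.342; adjusted values over the alternatives 2e-06 to 0.342). At 30 versus 10 min, C5 was called under fry (median 0.13, limma adjusted p = 9.05e-05) and with library size only (median -0.047, limma adjusted p = 0.0424), over a range of adjusted values of 9.05e-05 to 0.608.

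For the clusters, TMM-scaled CPM in place of RPKM gave C1 1.31 at 30 min and 2.24 at 60 min, C2 2.11 and 2.48, C3 0.22 and 0.75, C4 -0.023 and -0.088, C5 0.74 and 0.13, the latter of opposite sign, and C6 -0.27 and -0.62. Deposited TPM gave C1 1.23 and 2.06, C2 2.06 and 2.32, and C5 0.70 and -0.0062. Genes with a mean RPKM of at least 1 gave C1 1.24 and 2.06, C2 2.05 and 2.29, C5 0.74 at 30 min, and C6 -0.84 at 60 min. A pseudocount of 0.1 gave C1 1.33 and 2.19, C2 2.30 and 2.57, C5 0.85 at 30 min, and C6 -0.50 and -1.07. With each library left out, C1 ranged over 1.12 to 1.21 at 30 min and 1.92 to 2.01 at 60 min, C3 over 0.034 to 0.21 at 10 min and -0.028 to 0.15 at 30 min (below 0 without replicate 1 at 0 min), C5 over 0.63 to 0.67 at 30 min, and C6 over -0.81 to -0.77 at 60 min.

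Of the named genes' 1308 values under the alternatives, 1257 stayed on the same side of the threshold, 37 fell below it, and 14 passed it; of 2646 with a library left out these were 2587, 38, and 21, and no called value changed sign, while 58 of the 3954 values, called in neither setting, did. The 9 calls of named genes at 10 min were each lost under some setting, those at 30 min under none, and 4 of the 32 at 60 min under some (CBF1, ERF017, ERF104, and GATA8). For CDF1, the standard error of 0.29 at 30 versus 0 min limits the size of the change that can be seen. Few reads and spread between libraries were not separated as its source.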

Differences from the paper's values

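The sheet of clustered genes has 3207 entries in the paper (the paper's value), of which 1998 were used here, from a shortened copy. None of the alternatives set before the data were examined changes that number. Values of C1, C2, C3, C4, and C6 are means over the genes used and may differ over the full lists, as those of C1 at 30 min did between genes of all levels (1.18) and genes with a mean RPKM of at least 1 (1.24).

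The paper states that C1, C2, and C5 are induced and C3, C4, and C6 repressed in CAGE, and that RNA-seq trends are similar, often with a lag. At 30 min, 5 of the 6 clusters moved in these directions in RNA-seq and C3 did not: its mean change was 0.081 at 30 min and 0.49 at 60 min. It was below 0 at 30 min only without replicate 1 at 0 min (-0.028), and 0.75 at 60 min on TMM-scaled CPM. C4 and C6 fell by 0.31 and 0.79 at 60 min on log2(RPKM + 1), and on TMM-scaled CPM C4 changed by -0.023 at 30 min and -0.088 at 60 min and C6 by -0.27 and -0.62, so that the fall of C4 nearly vanishes with that scaling.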

Other observations

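The tests of replicate 3 at 10 min, and the comparison of gene structure without it, were chosen after its values had been seen. Replicate 3 at 10 min lay with the 0 min libraries in the genes that respond to flg22. Over 2228 genes changed by 30 min, chosen without the 10 min libraries, it reached 3.65% of the 30 min change, against 23.9% and 25.4% in replicates 1 and 2, while the 0 min libraries lay between -5.46% and 4.43%. The 256 genes called up without it changed by a median log2 of 1.73 and 1.90 in replicates 1 and 2 and by 0.19 in replicate 3. These genes were selected on replicates 1 and 2, so that a lower value in replicate 3 is partly fixed by the selection. A swap with a 0 min library is argued against by the 0 min libraries, whose highest mean change of C5 on edgeR's log2 CPM was 0.0576, against 0.627 and 0.686 in replicates 1 and 2 at 10 min. Lower depth is argued against by its total, the largest of the 10 min libraries at 23149483 reads, and by 3.57% of the 30 min change after thinning. Other genes set it apart from the 0 min libraries: its mean change of the morning clock genes was -0.71, against -0.12 to 0.23 at 0 min and -0.17 and -0.087 in replicates 2 and 1 at 10 min, and that of the evening genes -0.114, against -0.00397 to 0.00714 at 0 min and -0.116 and -0.0476 in replicates 2 and 1 at 10 min. Seedlings that were untreated or responded weakly or late, and a wrong label from outside these libraries, stay open and were not tested separately.

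Chance can be excluded for the counts of genes called at 30 and 60 min: groupings of the same libraries reached the real counts up and down in 1 of 84 groupings at 30 versus 0 min, 1 of 84 at 60 versus 0 min and at 30 versus 10 min, and 1 of 100 drawn at 60 versus 30 min, the real one each time. It cannot be excluded at 10 versus 0 min, where 3 libraries against 3 make 10 groupings, of which 1 gave as many genes up and 4 as many down. For the camera test of C5, regrouping excludes chance in no comparison: a camera result as strong came from 3 of 10 groupings at 10 versus 0 min, 13 of 84 at 30 versus 0 min, 23 of 84 at 60 versus 0 min, 64 of 84 at 30 versus 10 min, and 5 of 100 drawn at 60 versus 30 min. The C5 mean per library, tested later, is firmer. On log2(RPKM + 1) it lay between 0.62 and 0.67 at 30 min and between -0.084 and 0.0034 at 60 min (two-sided exact permutation test, p = 0.00216, Benjamini-Hochberg adjusted 0.0108 over 10 tests on 2 scales), and above the 0 min libraries at 30 min (exact p = 0.0119, adjusted 0.0170), and edgeR's log2 CPM (TMM factors, prior count of 2 reads, thus not the scale of log2(CPM + 1) used for the clusters) gave the same separation, so chance can be excluded for this rise and fall of the mean. At 10 versus 0 min the exact test gave p = 0.1 and p = 0.2 on the 2 scales, where 3 libraries against 3 allow none below the first, and at 60 versus 0 min p = 0.131 on RPKM and p = 0.0119 on edgeR's log2 CPM, where the libraries lay between 0.15 and 0.26 at 60 min.

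One hypothesis was that genes called up at 10 min are short and have few introns. The introns of a gene were those of its reference transcript with the fewest. The 134 genes called up at 10 min spanned a median of 1337 bases with 0.321 introns on average, and 78.4% had no intron. Gene structure was compared for 1805 of the genes called up at 30 but not 10 min. These spanned a median of 2061 bases with 2.38 introns on average, and 35.0% had none (permutation p = 1e-05, the smallest that the permutations give, Benjamini-Hochberg adjusted 1.5e-05). In 132 pairs of such genes matched in log2 fold change at 30 min (within 0.1, medians 4.80 and 4.80), 78.0% against 50.8% had no intron. This difference was smaller, and the matching was chosen later. The permutation test shuffled the genes of all pairs together and ignored the pairing (permutation p = 2e-05, adjusted 2.4e-05). Without replicate 3 at 10 min the values were 75.4% and 32.4%. Of the 21285 tested genes whose structure was used, 18.9% had none. All tested intronless genes lay slightly above all tested genes with introns at 10 min, by 0.0640 in median log2 fold change. The difference was 0.027 to 0.079 in single 10 min libraries, above the -0.00960 to 0.0156 of the 0 min libraries, so that a small shift is present. Its size argues against it as the cause of the calls, which need a log2 fold change of 1. Faster completion of short transcripts may contribute, but a function shared by intronless early genes stays open and was not tested.

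Another hypothesis was that the time of day moves clock genes over the hour. It was assumed that this would take morning and evening genes in opposite directions. At 30 versus 0 min the 8 evening genes had a median log2 fold change of -0.55 (camera, limma adjusted p = 0.000254 over both lists at 30 and 60 min) and the 6 morning genes -1.12 (limma adjusted p = 0.0400). At 60 versus 0 min these were -0.84 (limma adjusted p = 0.00354) and -1.10 (limma adjusted p = 0.163 with camera and 3e-05 with fry). In tests added later, the mean of each list was lower in each 30 and 60 min library than in each 0 min library: the morning list lay between -1.06 and -0.60 at 60 min, against -0.12 to 0.23 at 0 min (two-sided exact permutation tests, p = 0.0119 at 30 min and p = 0.0119 at 60 min, Benjamini-Hochberg adjusted 0.0119). Both lists thus fell together, although single genes such as TOC1 and RVE1 rose, with log2 fold changes of 1.15 and 1.13 at 60 versus 0 min. Opposite directions may not hold at each hour, and the hours of sampling are not given in the sources used here. The joint fall thus cannot decide on the clock's phase. Replicate 3 at 10 min, with little flg22 response, had a morning mean of -0.71, within the 30 min range of -1.1 to -0.58. Its evening mean of -0.114 lay above the 30 min range, and replicates 2 and 1 had morning means of -0.17 and -0.087. Handling, DMSO, and time of day for other genes were not tested, as no pools without flg22 were analysed here.

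Of the PTI markers, FRK1 was called up at 60 versus 0 min (log2 fold change 1.49, standard error 0.32, edgeR adjusted p = 0.000590) and not at 30 min (-0.069). This differs from the paper's RT-qPCR on the RNA of its CAGE libraries, in which FRK1 was induced at 30 min. In RNA-seq, FRK1 spread widely at 0 min, from 6.11 to 16.0 normalized CPM, against 8.57 to 15.9 at 30 min. MPK3, WRKY22, and WRKY29 were called up at 30 min with log2 fold changes of 3.85, 5.41, and 2.00. Of 22 C5 or C2 transcription factors that the paper names, 6 were called up at 10 min, 13 at 30 min, and 11 at 60 min, and 8 of those up at 30 min were called down from 30 to 60 min. HB28 was called down at 30 min (log2 fold change -1.21) and 60 min (-2.08) versus 0 min. The largest falls at 60 versus 0 min under the naming rule were those of AT4G38860 (-5.77), CIPK20 (-5.12), AT4G38840 (-4.76), BBX14 (-4.59), and AT4G34770 (-4.41), all log2 fold changes.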
